# Changing expression profiles of lncRNAs, mRNAs, circRNAs and miRNAs during osteoclastogenesis

**DOI:** 10.1038/srep21499

**Published:** 2016-02-09

**Authors:** Ce Dou, Zhen Cao, Bo Yang, Ning Ding, Tianyong Hou, Fei Luo, Fei Kang, Jianmei Li, Xiaochao Yang, Hong Jiang, Junyu Xiang, Hongyu Quan, Jianzhong Xu, Shiwu Dong

## Abstract

Bone is a dynamic organ continuously undergoing shaping, repairing and remodeling. The homeostasis of bone is maintained by the balance between osteoblastic bone formation and osteoclastic bone resorption. Osteoclasts (OCs) are specialized multinucleated cells derived from hematopoietic stem cells (HSCs) or monocytes/macrophage progenitor cells. There are different stages during osteoclastogenesis, and one of the most important steps to form functional osteoclasts is realized by cell-cell fusion. In our study, microarray was performed to detect the expression profiles of lncRNA, mRNA, circRNA and miRNA at different stages during osteoclastogenesis of RAW264.7 cells. Often changed RNAs were selected and clustered among the four groups with Venn analysis. The results revealed that expressions of 518 lncRNAs, 207 mRNAs, 24 circRNAs and 37 miRNAs were often altered at each stage during OC differentiation. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) biological pathway analysis were performed to predict the functions of differentially expressed lncRNAs and co-expressed potential targeting genes. Co-expression networks of lncRNA-mRNA and circRNA-miRNA were constructed based on the correlation analysis between the differentially expressed RNAs. The present study provided a systematic perspective on the potential function of non-coding RNAs (ncRNAs) during osteoclastogenesis.

Osteoclasts (OCs) are bone-specific multinuleated cells derived from hematopoietic stem cells (HSCs) or monocytes/macrophage progenitor cells responsible for bone resorption^1^. In physiological conditions, osteoclasts are crucial in maintaining bone homeostasis and dynamic remodeling. On the other hand, dysregulation of osteoclasts is one of the main characteristics of bone disorders such as osteoporosis, osteopetrosis and rheumatoid arthritis (RA)^2^. Two of the most important regulating factors during osteoclasts differentiation are receptor activator of nuclear factor κB ligand (RANKL) and macrophage-colony stimulating factor (M-CSF)^3^. Apart from these two main regulating factors, osteoclasts can also be activated by cytokines such as interleukin-17 (IL-17), interferon-γ (IFN-γ) and tumor necrosis factor-α (TNF-α)^4^,^5^,^6^. Mononuclear OCs start to express specific markers including tartrate-resistant acid phosphatase (TRAP), integrin α_v_β_3_, and matrix metalloproteinase 9 (MMP9)^7^. Although mononuclear OCs can also resorb bone, multinucleation brought about by cell-cell fusion is the most characteristic feature of mature osteoclasts. Mature OCs are highly polarized cells with new cytoskeletal structures such as a sealing zone and ruffle borders for more efficient bone resorption activity^8^. During the past decades, there has been an increasing interest in discovering novel regulating factors on osteoclastogenesis. Efforts have been made on studying the role of miRNAs, natural compounds, epigenetic regulations, etc^9^,^10^,^11^. However, more is to be explored based on the recent advances in biology.

Long non-coding RNAs (lncRNAs) are ancient yet newly recognized regulating molecules that have come into scene recently. The length of lncRNAs transcripts range from 200 nt to 100 kb. The expression profile of lncRNAs is tissue-specific and alters across various stages of cell differentiation. In recent years, a certain amount of studies were performed exploring the expression profile of lncRNAs in different cell types and diseases that enriched the raw data in studying its underlying functions^12^,^13^. Although several lncRNAs have been proved critical in regulating cellular processes and diseases, most of the functions of these lncRNAs remain unclear. The biological function of lncRNAs is multi-faceted, which vary differently from its locations, binding sites and acting modes^14^. The regulating role of lncRNAs is not solitary but through a large complex network that involves mRNAs, miRNAs and proteins^15^. In this consideration, we performed a systematic study in understanding the function of lncRNAs together with mRNAs.

Circular RNAs (circRNAs) are another group of non-coding RNAs that are widely spread in animal cells. It was first identified in 1991^16^ and thought to be functionless as by-products in the following two decades. The biogenesis and potential function of circRNAs remains poorly understood, only two circRNAs (*ciRs-7/CDR1* and *Sry*) have been reported functional as microRNAs (miRNAs) sponges^17^,^18^. Similar with lncRNAs, studies showed that circRNAs expression profile is specific among different cell types indicating its possible regulatory function^19^. Recently, progresses have been made on the formation and biogenesis of circRNAs adding more evidence and possibilities of its biological value^20^,^21^. Apart from its potential regulating role in cellular processes, studies have been performed probing the promising role of circRNAs as biomarkers of diseases such as Alzheimer’s disease (AD) and tumor^22^,^23^.

To date, little is known about the functions of lncRNAs and circRNAs in skeletal system. Specifically, no report was made on the expression profiles of lncRNAs and circRNAs during osteoclastogenesis. In our study, we specifically focused on the cellular process of fusion partially because of its importance in forming mature osteoclasts; hopefully, the general occurrence of fusion under physiological or pathological conditions might give our data wider relevance.

Here we performed microarray analysis on the expression profiles of lncRNAs, mRNAs, circRNAs and miRNAs during osteoclasts differentiation and fusion at different stages using RAW264.7 cells. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were done based on the function of mRNAs that change their expression levels over time in a positive or negative correlation with the changing lncRNAs. Co-expression and network potential targeting relationship were constructed according to the microarray results and bioinformatics predictions.

## Results

### Osteoclasts differentiation and specific genes expression change at different stages

In this study, we used RAW264.7 cells instead of primary bone marrow macrophages as osteoclast precursors. Not all the observed changes may be relevant for osteoclastogenesis *in vivo*. Cells were induced with RANKL (100 ng/mL) and M-CSF (50 ng/mL) for 24 h, 72 h and 96 h respectively. TRAP stain was performed to evaluate the differentiation of OCs (Fig. 1A). Quantitative analysis showed that TRAP negative cells at 24 h accounted for about 20 percent of total cells. At 72 h and 96 h, nearly all the cells became TRAP positive (Fig. 1B). Further analysis of TRAP-positive cells with more than three nuclei (three nuclei included) showed that cells induced for 96 h had most mature osteoclasts. In comparison, TRAP-positive cells with more than three nuclei (highlighted by arrows) were lesser in the other three groups indicating an increased fusion process between 72 h and 96 h (Fig. 1C). The gene microarray analysis of osteoclasts differentiation at different stages is consistent with the TRAP stain results showed that most RANKL-dependent gene expression was up regulated during osteoclastogenesis (Fig. 1D). Specifically, fusion related genes such as *DC-STAMP* and *ATP6v0d2* were highly expressed at 72 h, and 96 h. In addition, two negative regulatory genes were both down regulated during OCgenesis in our *in vitro* model (Fig. S1).

### Osteoclasts formation and fusion at different stages

Since cell-cell fusion is one of the most important processes during multinucleated OCs formation, we then performed actin cytoskeleton and focal adhesion (FAK) staining to further observe the cytoskeleton of osteoclasts at different stages (Fig. 2A). In accordance with the previous results, nuclei belong to osteoclasts over total nuclei increased significantly at 72 h and 96 h (Fig. 2C). As for average nuclei number, osteoclasts induced for 96 h showed the highest average nuclei number (Fig. 2D). In addition, fusion assays were performed to evaluate the membrane merge rate (Fig. 2B). The results showed that osteoclasts groups at 72 h and 96 h had significantly higher membrane merge rate (Fig. 2E). Particularly, the merging rate reached to almost 100 percent in the 96 h group.

### Osteoclasts sealing zone formation and bone resorption activity at different stages

Increased osteoclasts size due to cell-cell fusion is usually associated with increased osteoclastic function. To further evaluate the function of osteoclasts at different stages, confocal microscopy was used to observe the formation of sealing zone (Fig. 3A). Cells were observed on different layers at the same position for a more comprehensive view. As shown in the results, with the appearance of large multinucleated osteoclasts, the formation of sealing zones increased in consistency. Quantitative analysis showed that fusing osteoclasts number is significantly higher in the 96 h groups although it seemed to be a massive large cell from the upper layer (Fig. 3C). The extensive formation of sealing zone and fusion process implied an increased osteoclastic activity. Pit formation was then performed for verification (Fig. 3B). As expected, osteolcasts in the 96 h group showed significantly higher bone resorption activity (Fig. 3E). In addition, pit formation was also verified by scanning electron microscope (SEM) analysis (Fig. S2).

### Expression profiles of lncRNAs and mRNAs during osteoclastogenesis

Total RNA was extracted from osteoclasts at different stages as previously described. Arraystar Mouse lncRNA microarray V3.0 was adopted for the profiling of mouse lncRNAs and protein-coding transcripts. 

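RNA of RAW264.7 cells, a mouse macrophage line that forms osteoclasts under RANKL, was labelled with Cy3 and hybridised to 1-colour Agilent arrays. The arrays analysed here are 4, with 1 array for each of 0, 24, 72 and 96 h of induction with 100 ng/mL RANKL and 50 ng/mL M-CSF. Since no time point was repeated, no p-value, standard error or confidence interval of a change was computed, and the number of arrays limits the precision of every value. The 0 h and 72 h arrays lie on slide 1, and the 24 h and 96 h arrays on slide 2. The comparison of 72 h with 0 h is thus within 1 slide, while those of 24 h and 96 h with 0 h cross slides, where the slide and the time point cannot be told apart. Each array carries 62939 features, among them 61500 spots of 60930 probes that are not controls, and 30 of these probes are printed 20 times. Agilent Feature Extraction, version 11.0.1.1 in the file headers, gave the processed signal of each spot, an intensity after subtraction of the background and detrending within the array. It marked 72 spots as outliers at 0 h, 38 at 24 h, 61 at 72 h and 45 at 96 h, and 0 spots as saturated. Starting from the processed signal, control spots and marked outliers were left out, log2 values of the spots of a probe were averaged, and the 4 arrays were quantile normalized. A probe entered a comparison when Feature Extraction called it well above background on at least 1 of the 2 arrays. Where it was not well above background on the other array, a floor was applied there. The floor was the lowest normalized signal among that array's probes well above background, and lower values were raised to it. The fold change is then no larger than that of the measured signals, and is called a lower bound here. The paper's limit of 2-fold was applied. The authors also deposited log2 values that they had quantile normalized. Computed from the spots with marked outliers kept, unlike in the counts here, the values differed from these by at most 0.03 on the log2 scale. The arrays' files give no gene name or class for a probe, so lncRNAs and mRNAs were counted together, and names come from the paper's lists of differentially expressed lncRNAs.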

In total, 35,923 lncRNAs were detected and the whole expression profile was presented (Fig. 4A), 24,881 mRNAs were detected and the whole expression profile was presented (Fig. 4F). 

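Of the 60930 probes, 38000 (62.4%) were well above background at 0 h, 35858 (58.9%) at 24 h, 36426 (59.8%) at 72 h and 40690 (66.8%) at 96 h. On at least 1 array 43238 probes (71.0%) were well above background, and 32757 (53.8%) were so on all 4. Under the less strict flag of Feature Extraction for a positive and significant signal, the numbers were 49121, 47069, 47688 and 50889 in the order of the time points. The authors' table holds 60804 probes, which equals the sum of the paper's lncRNAs and mRNAs. Of these, 17665 (29.1%) were not well above background on any array. The median local background was 33.0 intensity units at 0 h and 72 h and 26.0 at 24 h and 96 h, against a median processed signal of 57.7, 67.5, 49.9 and 99.4 at 0, 24, 72 and 96 h.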

Three comparison groups were set according to the differentiation stages of osteoclasts, 0 h *vs* 24 h (pre-osteoclasts), 0 h *vs* 72 h (mature osteoclasts), and 0 h *vs* 96 h (activated osteoclasts) (Fig. 4B,G). 

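In the comparison of 24 h with 0 h, 39355 probes entered, of which 34475 were well above background on both arrays. For 72 h these numbers were 39609 and 34776, and for 96 h they were 42005 and 36658. Among the probes well above background on both arrays, the median absolute log2 change was 0.32 at 24 h, 0.31 at 72 h and 0.38 at 96 h.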

For pre-osteoclasts, 1,643 lncRNAs and 759 mRNAs were up regulated, 2,705 lncRNAs and 1,305 mRNAs were down regulated (Fig. 4C,H). 

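At 24 h, 1325 probes were at least 2-fold higher than at 0 h and 2407 were at least 2-fold lower. Of the higher probes, 752 were well above background on both arrays, and for the other 573 the fold change is a lower bound because the probe was not well above background at 0 h. Of the lower probes, 1927 were well above background on both arrays. The alternative that moved the number of higher probes most in proportion was a restriction to probes well above background on all 4 arrays with a mean signal at or above their median, which left 134 higher and 1275 lower. The limit of 1.5-fold moved it most in absolute number, to 4639. In the copy analysed here, the paper's list of lncRNAs up regulated at 24 h holds 1639 of the paper's 1643 entries, with 1411 distinct probes. Of these probes, 841 (59.6%) were at least 2-fold higher by the rule used here, 457 were well above background on both arrays, 667 only at 24 h and 287 on neither. All 1411 were well above background on at least 1 of the 4 arrays, so the 287 were so at 72 h or 96 h. Among probes with a name in the paper's lists and well above background on both arrays, the transcript ENSMUST00000146703 of Arid1b rose most, by 4.78 on the log2 scale, from a signal of 9.18 to 13.96. It lies on chromosome 17 of GRCm38 from 5040577 to 5127640 and overlaps an exon in sense. Whether its probe also reports the coding transcript was not tested. The pseudogene transcript Rps25-ps1 followed with 3.68, and the 5 largest rises reached down to 2.97. The paper's list of down regulated lncRNAs at 24 h is analysed here with 302 of the paper's 2705 entries, so that falls are ranked among few of the falling lncRNAs. The largest falls among the named probes were those of Hspe1-ps2, with a log2 change of -3.72, and Gm11954, with -3.69.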

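At 72 h, 1712 probes were at least 2-fold higher than at 0 h, 1320 of them well above background on both arrays. The number of probes at least 2-fold lower was 2094, with 1616 well above background on both arrays. Probes higher than at 0 h made up 45.0% of all changed probes, and 33.3% when each array was scaled to its 75th percentile in place of quantile normalization. The paper's list of lncRNAs up regulated at 72 h is analysed here with 1887 of the paper's 1896 entries and 1608 distinct probes, of which 1055 (65.6%) were at least 2-fold higher by the rule used here. The probe of V00821 had the largest rise among named probes well above background on both arrays, with a log2 change of 5.51. V00821 lies on chromosome 12 of GRCm38 from 113418558 to 113421009, and its interval holds that of M13680, from 113420741 to 113420935, which had a log2 change of 4.46. The transcript ENSMUST00000150264 of Cp, on chromosome 3 from 19969841 to 19989065, overlaps an exon in sense and had a log2 change of 5.17. Of the paper's 2706 entries for down regulated lncRNAs at this time point, 60 are analysed here, and among the named probes that of AK207499 fell most, with a log2 change of -4.70, from a signal of 15.62 to 10.92. AK207499 overlaps an exon in sense as well.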

For mature osteoclasts, 1,896 lncRNAs and 929 mRNAs were up regulated, 2,706 lncRNAs and 1,667 mRNAs were down regulated (Fig. 4C,H). For activated osteoclasts, 2,716 lncRNAs and 1428 mRNAs were up regulated, 3,124 lncRNAs and 1,495 mRNAs were down regulated (Fig. 4C,H). 

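At 96 h, 2376 probes were at least 2-fold higher than at 0 h and 3540 at least 2-fold lower. Both arrays were well above background for 1812 of the higher and 2898 of the lower probes. The lower probes were 8.43% of those that entered the comparison, and the higher probes 5.66%. The largest rises among named probes well above background on both arrays were those of Rps25-ps1, with a log2 change of 3.63, and Olfr260-ps1, with 3.11. The transcript ENSMUST00000142134 of Ppargc1b, on chromosome 18 of GRCm38 from 61389831 to 61400400, overlaps an exon in sense and had a log2 change of 2.55. The paper's lists for this time point are analysed here with 1943 of the 2716 up regulated and 0 of the 3124 down regulated entries, so that many of the changed probes have no name here. Among named probes, Gm11954 had the largest fall, with a log2 change of -4.20. D430036J16Rik, on chromosome 9 from 81631929 to 81645156, is measured by 3 named probes, whose log2 changes were -3.67, -3.64 and -3.55.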

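The spread that the arrays do show is that between spots of the same probe on 1 array, which is not the spread between cultures. For the repeated probes well above background, the median SD of the log2 signal between spots was 0.07 at 0, 24 and 72 h and 0.06 at 96 h. For the repeated probes not well above background it lay between 0.35 at 0 h and 0.41 at 72 h. In arrays simulated from the 0 h array with this spread between spots and no change, 105 probes came out at least 2-fold higher and 123 at least 2-fold lower of 39592 that entered the comparison of 24 h with 0 h. Since each time point has 1 array, no test of a change was run, and the numbers of changed probes rest on the fold change alone.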

All the differentially expressed lncRNAs and mRNAs were statistically significant (*p* < 0.05) with fold change greater than 2.0. 

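At all 3 later time points, 45 probes were at least 2-fold higher than at 0 h and 325 were at least 2-fold lower. With only probes well above background on both arrays of each comparison, 25 and 74 were. Pairs of time points shared different numbers of probes. At 24 h and 72 h, 105 probes were higher and 507 lower in both, at 24 h and 96 h these numbers were 477 and 1710, and at 72 h and 96 h they were 145 and 395. All comparisons use the same 0 h array, whose error enters each of them alike, and with 1 array its part in the overlaps was not measured.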

VENN analysis revealed that 170 lncRNAs and 55 mRNAs were often up regulated and 348 lncRNAs and 152 mRNAs were often down regulated at all the stages during OCgenesis (Fig. 4C,H). 

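The 370 probes that were higher at all later time points or lower at all of them were clustered by their normalized log2 signals. The 24 h and 96 h arrays, which share slide 2, joined before the others, by Euclidean distance and by correlation across probes. Of the lncRNAs with qPCR primers in Table S1, 5 have a probe that the paper's lists give as up regulated in all 3 comparisons, and none of these probes was well above background at 0 h. The probe of AK133148 had signals of 7.60, 8.07 and 7.69 on the log2 scale at 24, 72 and 96 h. Its change was at least 6.96-fold at 24 h, at least 9.64-fold at 72 h and at least 7.36-fold at 96 h. For A330076H08Rik the change was at least 5.24-fold, 7.18-fold and 3.97-fold, but a different probe of this gene, for the transcript NR_015599, had log2 changes of 1.25, -1.10 and 0.34. Vmn1r-ps29 rose at least 4.28-fold, 7.43-fold and 3.55-fold. The transcript ENSMUST00000134832 of Lgi1 rose at least 2.85-fold at 24 h and 7.74-fold at 96 h, while its lower bound at 72 h was 1.68-fold. The probe of 4732487G21Rik was well above background at 96 h alone, with a change of at least 3.89-fold.

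**Figure D1:**
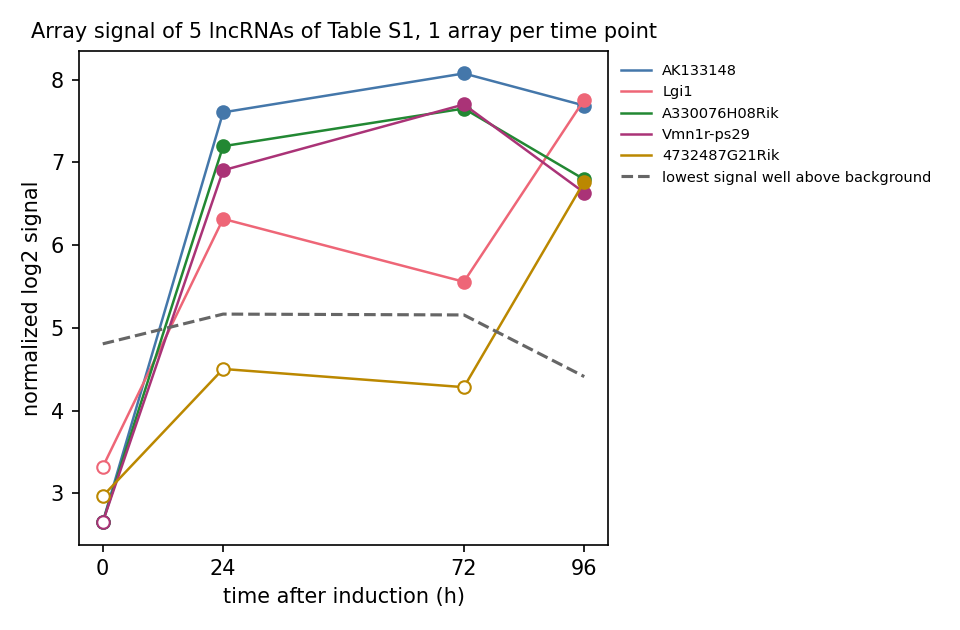
Normalized log2 signal (vertical axis) of 5 lncRNAs of Table S1 against the time after induction in hours (horizontal axis), with 1 array per time point. Filled points are well above background and open points are not, and the dashed line is the lowest signal among probes well above background on each array. All 5 open points at 0 h lie below the dashed line, and 4732487G21Rik lies below it at 24 h and 72 h too.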

A cluster was generated and analyzed with hierarchical clustering (HCL) for the often differentially regulated 170 lncRNAs (up) and 348 lncRNAs (down) (Fig. 4D). In the same way, a cluster was generated and analyzed with HCL for the often differentially regulated 55 mRNAs (up) and 152 mRNAs (down) (Fig. 4I). Subgroup analysis showed genomic classification and distribution of all lncRNAs (Fig. 4E). The results suggested that among differentially expressed lncRNAs, intronic lncRNAs occupied 54.05% followed by 15.33% of sense lncRNAs and 14.09% intergenic lncRNAs. 

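The paper's lists give each lncRNA a relation to nearby genes, and those for up regulated lncRNAs at 24 h and 72 h were analysed here. Of the 841 listed probes at least 2-fold higher at 24 h, 406 (48.3%, 95% Wilson interval 44.9% to 51.7%) were intergenic, 219 (26.0%, 23.2% to 29.1%) overlapped an exon in sense and 85 (10.1%, 8.25% to 12.3%) were natural antisense transcripts. Intronic antisense lncRNAs were 74 (8.80%, 7.07% to 10.9%), bidirectional ones 40 (4.76%, 3.51% to 6.41%) and those overlapping an intron in sense were 7 (0.83%, 0.40% to 1.71%). At 72 h, 425 of 1055 listed probes (40.3%, 37.4% to 43.3%) were intergenic, 264 (25.0%, 22.5% to 27.7%) overlapped an exon in sense, 154 (14.6%, 12.6% to 16.9%) were natural antisense, 118 (11.2%, 9.42% to 13.2%) were bidirectional and 67 (6.35%, 5.03% to 7.99%) were intronic antisense. The intervals cover counting error only. The classes in these lists are not those drawn in Fig. 4E.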

The results were similar with the lncRNAs expression profiles in other models^24^,^25^,^26^, suggesting that lncRNAs expression pattern is fixed through various tissues and systems. The expression of top 10 often upregulated and downregulated lncRNAs were validated by qPCR (Fig. S3A–J). 

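The 4 arrays were also compared pair by pair. The 72 h and 96 h arrays differed most, with 9999 of 42014 probes (23.8%) past 2-fold and a Spearman's rho across probes of 0.916, where probes are not independent replicates. The 0 h and 24 h arrays differed least by this count, with 3732 probes and a rho of 0.954, and the 0 h and 72 h arrays had 3806 probes and the highest rho of 0.956. Between 0 h and 96 h, 5916 probes were past 2-fold, between 24 h and 72 h it was 6419, and between 24 h and 96 h it was 4901. Over the probes past 2-fold at any later time point against 0 h, the 0 h and 72 h arrays, which share slide 1, joined before the others in clustering.

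**Figure D2:**
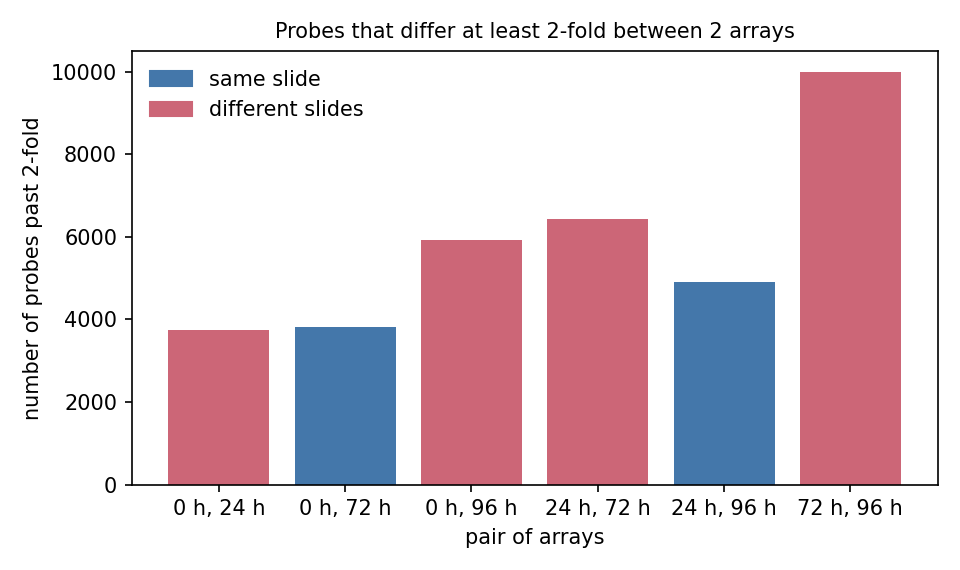
Number of probes past 2-fold (vertical axis) for each of the 6 pairs of arrays (horizontal axis), coloured by whether the 2 arrays share a slide. The bar for 72 h and 96 h is the tallest, at 9999 probes, and that for 0 h and 24 h, on different slides, is the lowest, at 3732.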

We also extracted and clustered the differentially expressed lncRNAs and mRNAs (fold change >2.0, *p* < 0.05) in all comparison groups for better observation of expression patterns (Fig. S4).

### Expression profiles of circRNAs and miRNAs during osteoclastogenesis

Total RNA of osteoclasts at different stages was extracted. Arraystar Mouse circRNA Array analysis was adopted for profiling the mouse circRNAs expression (Fig. 5A). Agilent miRNA microarray was adopted for profiling of the mouse miRNAs expression (Fig. 5E). In total, 1,797 circRNAs were detected and the whole expression profile was presented (Fig. 5A), 1,191 miRNAs were detected and the whole expression profile was presented (Fig. 5E). Three comparison groups were set according to the differentiation stages of osteoclasts as described above (Fig. 5B,F). For pre-osteoclasts, 147 circRNAs and 119 miRNAs were up regulated, 109 circRNAs and 941 miRNAs were down regulated (Fig. 5C,G). For mature osteoclasts, 78 circRNAs and 38 miRNAs were up regulated, 135 circRNAs and 24miRNAs were down regulated (Fig. 5C,G). For activated osteoclasts, 111 circRNAs and 94miRNAs were up regulated, 45 circRNAs and 975miRNAs were down regulated (Fig. 5C,G). All the differentially expressed circRNAs and miRNAs were statistically significant (*p* < 0.05) with fold change greater than 2.0. VENN analysis revealed that 19 circRNAs and 22miRNAs were often up regulated and 5 circRNAs and 15miRNAs were often down regulated at all the stages during OCgenesis (Fig. 5C,G). A cluster was generated and analyzed with hierarchical clustering (HCL) for the often differentially regulated 5 circRNAs (up) and 22 circRNAs (down) (Fig. 5D). In the same way, a cluster was generated and analyzed with HCL for the often differentially regulated 22 miRNAs (up) and 15 miRNAs (down) (Fig. 5H). The expression of top 10 often upregulated and downregulated circRNAs were validated by qPCR (Fig. S3K–T). We also extracted and clustered the differentially expressed circRNAs and miRNAs (fold change >2.0, *p* < 0.05) in all comparison groups for better observation of expression patterns (Fig. S5).

### Construction of the lncRNA-mRNA co-expression network

Based on the data analysis results, we constructed a lncRNA-mRNA co-expression network. 1,442 pairs of lncRNA and mRNA relationships (including repeated ones) were selected with significant values of Pearson correlation coefficients (*p* < 0.05). A total 241 lncRNAs and mRNAs containing 334 relationships were selected to generate a network map (Fig. S6). Two sub-networks containing 32 lncRNAs and mRNAs and 56 relationships with most lncRNA-mRNA interactions were presented in detail (Fig. 6). 

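Of the 12 lncRNAs named in Fig. 6, Gm8877 is 1 that has a probe in the paper's lists analysed here, for the transcript ENSMUST00000172657 on chromosome 17 of GRCm38 from 36701628 to 36703209. Its normalized log2 signal was 4.59 at 0 h, where it was not well above background, and 6.42, 5.61 and 4.94 at 24, 72 and 96 h. The change against 0 h was at least 3.07-fold at 24 h, 1.75-fold at 72 h and 1.1-fold at 96 h. With 4 arrays no correlation between transcripts is given. The remaining lncRNAs and the mRNAs of Fig. 6 were not analysed here, since no file used here pairs them with a probe.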

The network implied a complex regulating relationship between lncRNAs and mRNAs. One lncRNA could regulate multiple genes in different ways while one gene could be regulated by multiple lncRNAs. From the network we found that tumor necrosis factor ligand superfamily member (Tnfsf)12 and Tnfsf13 were intimately related with lncRNA Gm12310 and Gm12308 (Fig. 6A). It is well known that proteins encoded by *Tnfsf12* and *Tnfsf13* could induce apoptosis in a cell-type specific manner. However, both proteins were stimulative in osteoclastogenesis^27^,^28^. It is also interesting to notice that in Fig. 6B, mRNAs of olfactory receptor (Olfr) 94/98/99/109/112/116 were all correlated with lncRNA Olfr758-ps1, but no report was made describing the function of these olfactory receptors in osteoclastogenesis.

### GO analysis of the biological function of lncRNA co-expression genes

Differentially regulated lncRNAs and co-expression genes were further analyzed by DAVID bioinformatics resources 6.7 (http://david.abcc.ncifcrf.gov). GO analysis were made on three different aspects namely biological process (BP), cellular component (CC) and molecular function (MF) for up regulated and down regulated lncRNAs respectively (Fig. 7 and Fig. S7). Prediction terms with p-value less than 0.05 were selected and ranked by fold enrichment ((Count/Pop. Hits)/(List. Total/Pop. Total)) or enrichment score (−log10(p-value)). According to the results, 725, 807 and 830 BP terms, 69, 41 and 55 CC terms, 121, 126 and 119 MF terms were found up regulated (*p* < 0.05) in all comparison groups. In contrast, 864, 1,073 and 1,083 BP terms, 104,149 and 145 CC terms, 160, 198 and 189 MF terms were found down regulated (*p* < 0.05). Top 10 generally changed GO terms in all comparison groups classified by BP, CC, MF and ranked by fold enrichment or enrichment score were listed. The most enriched and meaningful BP terms were related to immune response, calcium transport and cellular signaling such as *‘regulation of interferon-gamma production* (GO:0032729)*’, ‘immune response-regulating cell surface receptor signaling pathway* (GO:0002768)*’, ‘negative regulation of B cell activation* (GO:0050869)*’, ‘calcium ion transmembrane transport* (GO:0070588)’ and *‘cell communication* (GO:0007154)’. The most enriched CC terms were mostly about cell membrane such as *‘cell surface* (GO: 0009986)*’, ‘membrane part* (GO: 0044425)*’, ‘intrinsic to membrane* (GO: 0031224)*’, ‘filopodium* (GO: 0030175)’ and *‘dendrite cytoplasm* (GO: 0032839)*’.* As for MF, we found that the most enriched terms were also closely related with calcium transportation, receptor binding and cytoskeleton were also referred to. Represented terms were *‘calcium channel activity* (GO: 0005262)*’, ‘calcium channel regulator activity* (GO: 0005246)*’, ‘receptor binding* (GO: 0005102)*’, ‘calcium-dependent phospholipid binding* (GO: 0005544)’ and *‘structural constituent of cytoskeleton* (GO: 0005200)’. Moreover, KEGG pathway analysis was made, pathways (*p* < 0.05) were selected and ranked by gene counts. Top 20 pathways were listed for up regulated and down regulated lncRNAs respectively (Tables S3 and S4).

### Construction of the circRNA-miRNA co-expression network

We then constructed a circRNA-miRNA co-expression network based on the microarray results. A network map was constructed containing 24 circRNAs, 82 miRNAs and 95 relationships (Fig. 8A). Sub-network that has the most interactions was presented in detail (Fig. 8B). In the network, circle represents miRNA and diamond represents circRNA. Yellow color and blue color represents up and down regulation respectively. The size of diamond represents fold change of circRNAs with larger size owing higher fold change. The network is simpler compare to that of the lncRNA-mRNA relationship. It is partially owing to the base number of detected circRNAs and miRNAs in the microarray is smaller. However, we could still figure out that there exists a core circRNA-miRNA regulation network during the process of osteoclastogenesis. In our results, all of the differentially expressed circRNAs in the circRNA-miRNA co-expression network were not annotated. However, some of the co-expressed miRNAs have already been proved functional in skeletal system. Among which miR-31 has recently been proved regulating osteoclastogenesis by targeting RhoA^29^. From the co-expression network we can see that miR-103 is co-related with one up regulated circRNA (circRNA_007873) and two down regulated circRNAs (circRNA_010763, circRNA_015622) at the same time.

The information regarding our data was submitted to the Gene Expression Omnibus, the accession number is GSE72478.

## Discussion

In our *in vitro* osteoclastogenesis system, RAW264.7 cells before 3 passages were treated with RANKL (100 ng/ml) and M-CSF (50 ng/ml). The first process from 0 h to 24 h represented the differentiation from monocytes to pre-OCs. Most cells became TRAP positive at 24 h (>80%). The second process from 24 h to 72 h represented differentiation from pre-OCs to mature OCs. Multinucleated (nuclei number >3) cells appeared (5%), membrane merge rate (76%), and bone resorption activity (21%) significantly increased. The third process from 72 h to 96 h represented activation of mature OCs. Activated OCs had most average nuclei number (about 13%), highest membrane merge rate (93%) and most efficient bone resorption activity (42%). Since RAW264.7 cells could not fully reflect osteoclast differentiation, further study using primary cells is in need. In our study, the expression profiles of lncRNA, mRNA, miRNA and circRNA were detected at these different stages. 

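Taken over all later time points, 9997 probes were past 2-fold against 0 h at 1 or more of them, which is 23.1% of the probes well above background on at least 1 array. At the limit of 4-fold, 217 probes were higher and 614 lower at 24 h, 231 and 290 at 72 h, and 161 and 864 at 96 h.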

From the results, we figured out that at each stage during osteoclastogenesis, thousands of lncRNAs were differentially expressed compare to the control group. It is very interesting to notice that the expression pattern of lncRNAs was consistent with mRNAs that have more down regulated transcripts (Fig. 4). 

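Over lncRNAs and mRNAs together, the ratio of lower to higher probes was 1.82 at 24 h, 1.22 at 72 h and 1.49 at 96 h. At a limit of 1.5-fold, the direction turned at 72 h, with 5323 probes higher and 5112 lower. From the larger numbers of down regulated transcripts in Fig. 4, the paper states that lncRNAs and mRNAs share an expression pattern.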

On the opposite, the expression patterns of circRNAs and miRNAs were with more up regulations and less down regulations (Fig. 5). This result collaboratively explained that most of the current studies focused on the relationship between lncRNA-mRNA pairs as well as circRNA-miRNA pairs. It is also worth mentioning that for both RNAs, expression pattern that are down at 24 h and 72 h but come back up at 92 h do not exist (Figs S4 and S5).

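Among the probes at least 2-fold lower than at 0 h at both 24 h and 72 h, 117 were at least 2-fold higher than at 0 h at 96 h, and 80 of them were well above background on all 4 arrays. A further 42 were within 2-fold of 0 h at 96 h and at least 2-fold higher than at 72 h, with 21 well above background on all 4 arrays. The others of these probes were lower at 96 h too or did not pass these limits. The 96 h array is on another slide than the 0 h and 72 h arrays.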

As a “bridge” between DNA and protein, the complex regulatory role of RNA has long been underestimated. In eukaryotic cells, protein-coding RNA (mRNA) only occupies about 2% of the genome, the rest massive number of transcripts were classified to non-protein coding RNAs (ncRNAs). Except for well-acknowledged ribosomal RNA (rRNA) and transfer RNA (tRNA), other short and long (>200 bp) ncRNAs were thought to be transcriptional “noises” once upon a time. However, accumulating evidences showed that ncRNAs play a critical role in cellular functions^30^,^31^. Among all the ncRNAs, miRNAs (20–24 nt) were most intensively studied for the last decade. These small miRNAs bind to the complementary site on the 3′ untranslated region (UTR) of targeting mRNAs called miRNA binding elements (MREs) and block protein translation or modulate mRNA stability on a post-transcriptional level^32^. Unlike miRNAs, the function of lncRNAs is poorly understood. Due to its length (>200 bp), lncRNAs can fold into secondary or higher orders of structure making it more flexible in targeting proteins or gene sites^33^. Moreover, the complexity of lncRNAs is increased by differential splicing and alternative transcription initiation sites^14^. Among thousands of circRNAs, only two of them were recently uncovered with function as miRNA sponges^17^,^18^. Although the biogenesis of circRNAs is still not fully understood, its expression profiles were found tissue-specific making it more predictable of the potential biological functions^20^.

The study of ncRNAs in skeletal system is generally rare. Pioneering studies were performed on the expression profile of lncRNAs during chondrogenic differentiation and osteogenic differentiation^25^,^34^. Moreover, reports were made on the relationship between lncRNAs and bone disorders such as osteoarthritis, osteoporosis and tumor^35^,^36^,^37^. Currently, studies of ncRNA regulation in osteoclasts are limited to the field of miRNAs. This is the first report on the changing expression of lncRNA, mRNA, circRNA and miRNA in osteoclastogenesis. We aim to arouse the attention of ncRNAs regulation in studying osteoclastogenesis. GO analysis was performed to further annotate the biological functions of differentially expressed lncRNAs and their target genes. We noticed that a significant amount of GO terms were related with immune system. This phenomenon is very interesting considering the important role of osteoclasts in osteoimmunology. The progenitor cells of both osteoclasts and immune cells reside in bone marrows in which multiple cytokines and numerous immunomodulatory signals concurrently regulate bone metabolism and immune responses^38^,^39^,^40^. Increasing attentions are now being paid on the role of lncRNAs in the immune system^26^,^41^. However, no combination of lncRNAs and osteoimmunology has been made. In accordance with the results of GO analysis, KEGG pathway analysis also showed that pathways related with receptor interaction, immune response and calcium signaling were among the top regulated ones (Tables S3 and S4).

From the lncRNA-mRNA co-expression network, we found that TNFSF12, TNFSF13 and Mgl2 were co-expressed with multiple lncRNAs forming a complex network. This phenomenon is consistent with the GO & Pathway analysis indicating the importance of immune response related signaling in OC differentiation and fusion. In our study, most of the lncRNAs in the co-expression network were not annotated yet. It is very much worthy to perform further study in revealing the underlying mechanisms of these lncRNAs. According to the two recently identified circRNAs (*ciRs-7/CDR1* and *Sry*), circRNAs might act as competing endogenous RNAs (ceRNAs) regulating the function of miRNAs^17^,^18^. An estimated more than 25,000 different circRNAs exist in human cells^42^. It is predictable that a great amount of work will be done exploring the role of circRNAs in the near future. In our predicted circRNA-miRNA co-expression network, miR-103 was reported inhibitory on osteoblast proliferation with stimulated microgravity^43^,^44^. Another miR-17 has also been proved regulatory in osteoblastic differentiation and osteosarcoma^45^,^46^. miR-320 in the center was shown targeting fatty acid synthase in osteosarcoma and adipocytic differentiation from human mesenchymal stem cells (MSCs)^47^,^48^. None of these miRNAs have been reported functional during osteoclastogenesis.

In conclusion, the present study quantified the different stages during osteoclastogenesis. Then, the expression profiles of lncRNA, mRNA, circRNA and miRNA were detected by microarray at these different stages. GO and KEGG pathway analysis were made to annotate the potential functions of differentially expression lncRNAs. Co-expression networks were constructed for both lncRNA-mRNA and circRNA-miRNA. We aim to inspire the interests of researchers in studying the role ncRNAs in osteoclasts and osteoclasts related bone disorders.

## Methods and Materials

### Reagents

RAW264.7 cells were obtained from the American Type Culture Collection (Rockville, MD, USA). Recombinant mouse RANKL and recombinant mouse M-CSF were purchased from R&D Systems (Minneapolis, MN, USA). The Osteo Assay Surface for Bone Resorption was purchased from Corning (NY, USA). The TRAP stain kit was obtained from Sigma-Aldrich (NY, USA). The Actin Cytoskeleton and Focal Adhesion Staining Kit was purchased from Millipore (Darmstadt, Germany). Alpha minimal essential medium (α-MEM) and fetal bovine serum (FBS) were purchased from Gibco (Life Technologies, USA). Penicillin-streptomycin solution was obtained from Hyclone (Thermo Scientific, USA). Membrane dye DiI and Cell Tracker Green were obtained from Life Technologies.

### TRAP staining

RAW264.7 cells were cultured in α-minimal essential medium (MEM) containing 10% FBS and 1% Penicillin-streptomycin solution with M-CSF (50 ng/ml) and RANKL (100 ng/ml). For TRAP stain, cells were cultured in a 96-well plate at a density of 5 × 10^3^ cells/well. Cells were fixed in 4% paraformaldehyde for 20 min and then stained with TRAP staining solution (0.1 mg/ml of naphthol AS-MX phosphate, 0.3 mg/ml of Fast Red Violet LB stain) according to the manufactrurer’s instruction. TRAP-positive cell number and multinucleated cell (>3 nuclei) were counted.

### Actin Cytoskeleton and Focal Adhesion Staining

Cells were incubated in 96-well plate (5 × 10^3^ cells/well) and induced with M-CSF (50 ng/ml) and RANKL (100 ng/ml). Procedures were described in previous study^10^. In brief, cells were washed and fixed for permeabilization. After blocking, primary antibody (Anti-Vinculin) was then diluted to a working concentration (1:300) in blocking solution, and cells were incubated for 1 hour at room temperature. Secondary antibody (Alexa Fluor 488 Goat Anti-Mouse IgG (H + L) Antibody, Invitrogen) ((1: 500) and TRITC conjugated Phalloidin (1: 500) was diluted in 1 × PBS and cells were incubated for 1 h at room temperature. Nuclei counterstaining was performed by DAPI (1: 1000) for 5 minutes followed by fluorescence microscopy and confocal microscopy observation.

### Fusion Assay

Fussion assay was adopted as described in previous study^49^. Cells were induced with RANKL (100 ng/ml) and M-CSF (50 ng/ml) in 6-well plates. Then, cells were labeled with either membrane dye DiI or cell content marker Cell tracker green. After incubation for 30 min at room temperature, cells labeled with DiI were scraped and put onto the well containing cells labeled with cell tracker green. The co-plated cells were then incubated together for 2 h before removal of the medium. Fluorescence microscopy was adopted for observation. Image J software was adopted for the analysis of membrane merge rate.

### Pit Formation Assay

Cells were incubated in 96-well plates (Corning Osteo Assay Surface), 2 × 10^3^ cells/well. Primary BMMs were incubated in 48-well plates covered with bovine bone slices, 1 × 10^4^ cells/well. Cells were induced with RANKL (100 ng/ml) and M-CSF (50 ng/ml) for different periods of time. Methylene blue stain was performed to evaluate the resorption area on bone slices. Bleach solution was added to 96-well osteo surface plates to remove cells. Detailed analysis of pit formation area was described in our previous study^10^. The percentage of resorption area on osteo surface and bone slice was quantified using image J software (ver. 1.47).

### qPCR

Total RNA was isolated using Trizol reagent (Life Technologies). Single-stranded cDNA was prepared from 1 μg of total RNA using reverse transcriptase with oligo-dT primer according the manufacturer’s instructions (Promega, USA). Two microlitres of each cDNA was subjected to PCR amplification using specific primers for *CD47, mitf, RANK, Src, c-fos, NF-kappaB, MMP9, OSCAR, TRAF6, PU-1, Akt, Erk, p38, NFATc1, DC-STAMP, OC-STAMP, CD9, Ctsk, IRF8, BLIMP1* and *ATP6v0d2* with detailed information in Table S5.

### Microarray analysis

Total RNA was extracted from RAW264.7 cells induced with RANKL (100 ng/mL) and M-CSF (50 ng/mL) at different time points according to the study design. RNA quantity and quality were measured by NanoDrop ND-1000. RNA integrity was assessed by standard denaturing agarose gel electrophoresis. Arraystar Mouse LncRNA Microarray V3.0 was adopted for detection of lncRNA and mRNA expression, 35,923 LncRNAs and 24,881 mRNAs were detected. Arraystar Mouse circRNA Array and Agilent miRNA microarray were adopted for profiling the circRNAs and miRNAs expression. In total, 1,797 circRNAs and 1191 miRNAs were detected. All the microarray analysis was performed by KangChen Bio-tech (Shanghai, China). In brief, sample labeling and array hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology) with minor modifications. Briefly, mRNA was purified from total RNA after removal of rRNA (mRNA-ONLY™ Eukaryotic mRNA Isolation Kit, Epicentre). Then, each sample was amplified and transcribed into fluorescent cRNA along the entire length of the transcripts without 3′ bias utilizing a random priming method (Arraystar Flash RNA Labeling Kit, Arraystar). The labeled cRNAs were purified by RNeasy Mini Kit (Qiagen). The concentration and specific activity of the labeled cRNAs (pmol Cy3/μg cRNA) were measured by NanoDrop ND-1000. 1 μg of each labeled cRNA was fragmented by adding 5 μl 10 × Blocking Agent and 1 μl of 25 × Fragmentation Buffer, then heated the mixture at 60 °C for 30 min, finally 25 μl 2 × GE Hybridization buffer was added to dilute the labeled cRNA. 50 μl of hybridization solution was dispensed into the gasket slide and assembled to the LncRNA expression microarray slide. The slides were incubated for 17 hours at 65 °C in an Agilent Hybridization Oven. The hybridized arrays were washed, fixed and scanned with using the Agilent DNA Microarray Scanner (part number G2505C). Agilent Feature Extraction software (version 10.7.3.1) was used to analyze acquired array images. Raw signal intensities were normalized in quantile method. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v11.5.1 software package (Agilent Technologies).

### Differential lncRNA, mRNA, circRNA and miRNA screen and clustering analysis

GeneSpring software (V. 12.5) was adopted for normalization of the raw data from each array result. Differentially expressed lncRNA, mRNA, circRNA and miRNA were screened with p-value less than 0.05 and fold change more than 2.0. Difference integration analysis (Venn analysis) was then performed. The often characteristic elements between the four groups were determined by Venn analysis. Often up and down regulated RNAs were showed in pies with different colors. Differentially expressed lncRNAs, mRNAs, circRNAs and miRNAs were analyzed using Cluster software (V. 3.0). Normalized expression level of each RNA type was further analyzed with hierarchical clustering (HCL). The results were presented using Tree view software (V. 1.5).blue-white indicates lower expression, and red indicates high expression.

### GO & pathway analysis

DAVID (Database for Annotation, Visualization and Integrated Discovery) was used to analyze the potential functions of lncRNAs and co-expressed genes. The lncRNA function was predicted by GO functional annotation of co-expressed genes. Gene functions were classified into three subgroups namely biological process (BP), cellular component (CC) and molecular function (MF). GO terms with p-value less than 0.05 were selected and integrated using Venn analysis. The top 10 enriched often GO terms among the four groups ranked by fold enrichment and enrichment score were presented. KEGG pathway analysis was performed to determine the involvement of co-expressed genes in different biological pathways. Venn analysis was made to reveal the often pathways for up or down regulated co-expressed genes.

### lncRNA-mRNA and circRNA-miRNA co-expression network

The lncRNA-mRNA co-expression networks were built based on time dependent positive or negative correlations according to the normalized signal intensity of individual transcripts. The data were preprocessed by using the median gene expression intensity of all transcripts expressed from the same coding gene, without special treatment of the lncRNA expression value. Differentially expressed lncRNAs and mRNAs were then screened and removed from the dataset. Pearson’s correlation coefficient value was calculated for lncRNA-mRNA pairs, and strong correlated pairs (0.8 or greater) were included (either positive or negative) in the co-expression network^50^,^51^. A p-value of less than 0.05 was considered statistically significant. A total 241 lncRNAs and mRNAs containing 334 relationships were selected to generate a network map with cytoscape software (V. 3.2.1). Circle nodes represent lncRNAs and square nodes represent mRNAs. Red color and green color represent up and down regulation respectively. The shade darkness of red and green represent fold changes of lncRNAs. The size of circle represents p-value with larger size owing smaller p-value.

Similar with the lncRNA-mRNA network construction, the circRNA-miRNA co-expression network was constructed based on the correlation analysis between the differentially expressed circRNA and miRNAs. The expressions of differentially expressed circRNAs and miRNAs were analyzed by Pearson’s correlation coefficient. The absolute coefficient value of 0.8 between a circRNA and an miRNA was considered relevant for network construction. A p-value of less than 0.05 was considered statistically significant. A total 24 circRNAs and 82 miRNAs containing 95 relationships were selected to generate a network map. A diamondnode represents a circRNA and a circle node represents an miRNA. Yellow color and blue color represents up and down regulation respectively. The size of diamonds represents fold change of circRNAs with larger size owing higher fold change.

### Statistics

All data are representative of at least three experiments of similar results performed in triplicate unless otherwise indicated. Data are expressed as mean ± SD. One-way ANOVA followed by Student-Newman-Keuls post hoc tests was used to determine the significance of difference between results, with *p* < 0.05 being regarded as significant.

## Additional Information

**How to cite this article**: Dou, C. *et al.* Changing expression profiles of lncRNAs, mRNAs, circRNAs and miRNAs during osteoclastogenesis. *Sci. Rep.* **6**, 21499; doi: 10.1038/srep21499 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

## Figures and Tables

**Figure 1:**
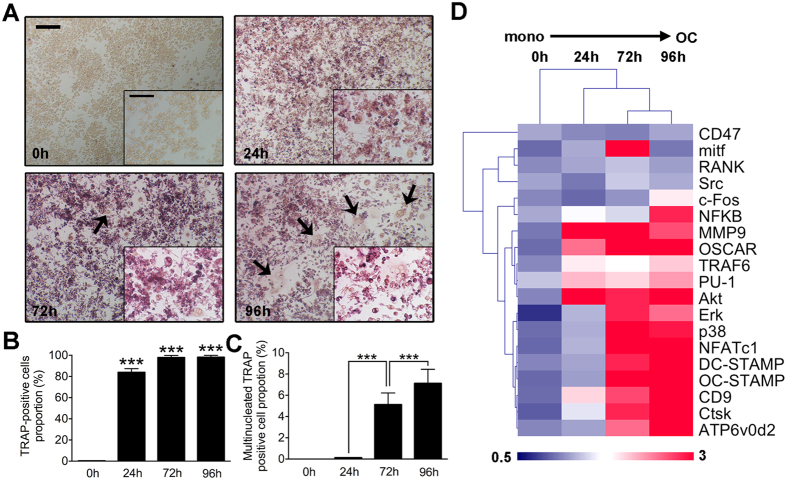
Osteoclasts differentiation and specific genes expression change at different stages. (**A**) Representative images of TRAP stain of osteoclasts cultured from RAW264.7 cells induced with RANKL (100 ng/mL) and M-CSF (50 ng/mL) for 0 h, 24 h, 72 h and 96 h. The upper scale bar represents 200 μm and the lower scale bar represents 50 μm. Multinucleated cells were highlighted by black arrows. (**B**) Quantitative analysis of TRAP positive cell proportion of at each stage during the differentiation. (**C**) Proportion of TRAP positive cells with more than three nuclei (three included) in total TRAP positive cells at each differentiation stage. (**D**) Osteoclasts specific and fusogenic genes expression level alterations from 0 h (monocytes) to 96 h (mature osteoclasts).The data in the figures represent the averages ± SD. *p < 0.05, **p < 0.01, and ***p < 0.001 based on one-way ANOVA.

**Figure 2:**
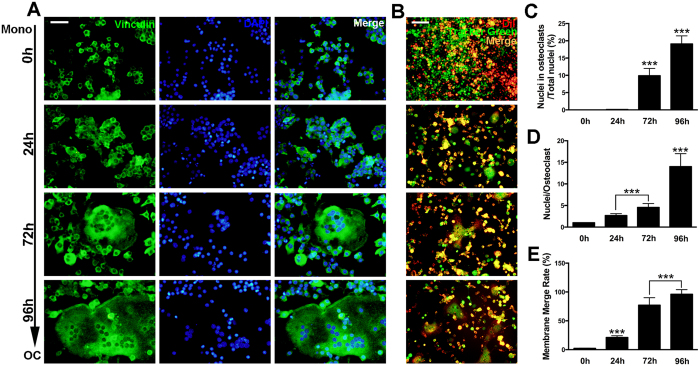
Osteoclasts formation and fusion at different stages. (**A**) Representative images of FAK stain of osteoclasts cultured from RAW264.7 cells induced with RANKL (100 ng/mL) and M-CSF (50 ng/mL) for 0 h, 24 h, 72 h and 96 h. The scale bar represents 100 μm. (**B**) Representative images of fusion assay. Cells were induced with RANKL (100 ng/mL) and M-CSF (50 ng/mL) for 0 h, 24 h, 72 h and 96 h. The scale bar represents 100 μm. (**C**) Quantification of the total number of nuclei in osteoclasts over the total number of nuclei. (**D**) Average nuclei number of osteoclasts of FAK stain at different stages. (**E**) Membrane merge rate of osteoclasts from fusion assay at each differentiation stage. The data in the figures represent the averages ± SD. *p < 0.05, **p < 0.01, and ***p < 0.001 based on one-way ANOVA.

**Figure 3:**
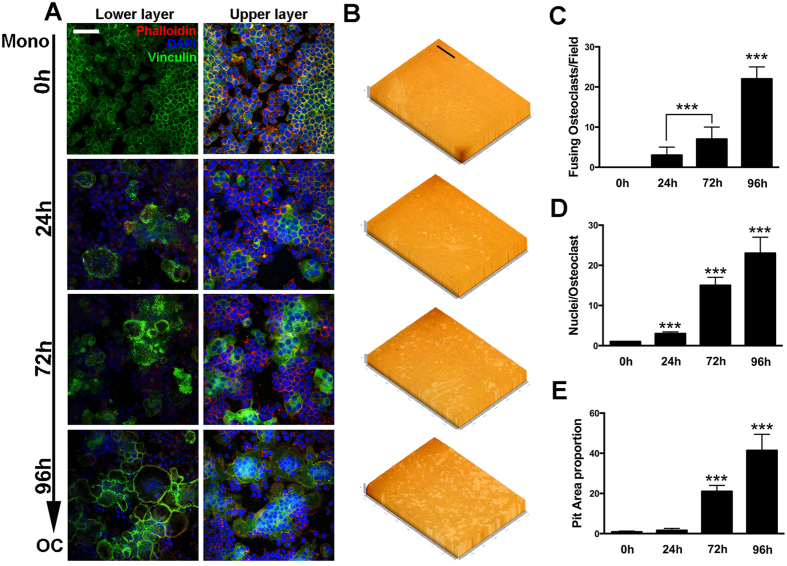
Osteoclasts sealing zone formation and bone resorption activity at different stages. (**A**) Representative images of FAK stain of osteoclasts at different stages during differentiation. Sealing zone was observed at lower layers with confocal microscopy. The scale bar represents 20 μm. (**B**) Representative images of pit formation assay. Cells were induced with RANKL (100 ng/mL) and M-CSF (50 ng/mL)for 0 h, 24 h, 72 h and 96 h.The scale bar represents 800 μm. (**C**) Number of fusing osteoclasts at different stages. (**D**) Average nuclei number of osteoclasts at different stages in FAK stain. (**E**) Quantification of pit area formation in (**B**). The data in the figures represent the averages ± SD. *p < 0.05, **p < 0.01, and ***p < 0.001 based on one-way ANOVA.

**Figure 4:**
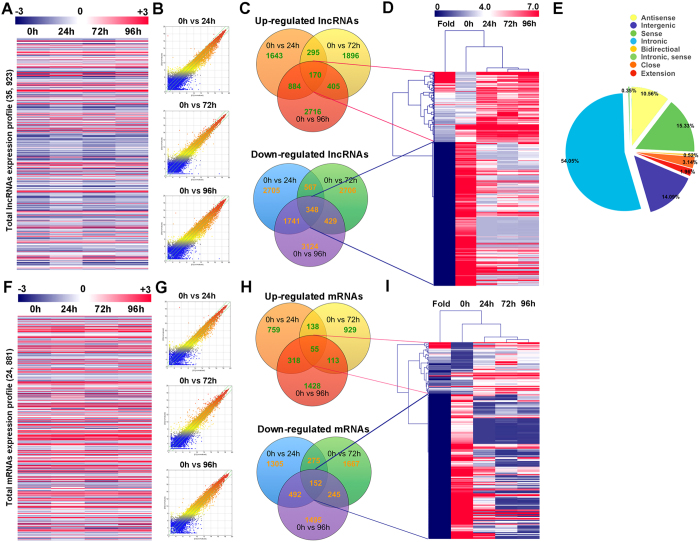
Expression profiles of lncRNAs and mRNAs during osteoclasts differentiation and fusion. (**A**) The cluster heat map of all lncRNAs expression at different stages during osteoclastogenesis from microarray data. (**B**) Scatter plots showing differentially expressed lncRNAs between osteoclasts at different stages and monocytes (0 h). (**C**) Often differentially expressed lncRNAs between osteoclasts at different stages and monocytes (0 h). (**D**) Hierarchical clustering showing often up and down regulated lncRNAs among the four groups. (**E**) lncRNAs categories and distribution in the microarray. (**F**) The cluster heat map of all mRNAs expression at different stages during osteoclastogenesis from microarray data. (**G**) Scatter plots showing differentially expressed mRNAs between osteoclasts at different stages and monocytes (0 h). (**H**) Often differentially expressed mRNAs between osteoclasts at different stages and monocytes (0 h). (**I**) Hierarchical clustering showing often up and down regulated mRNAs among the four groups.

**Figure 5:**
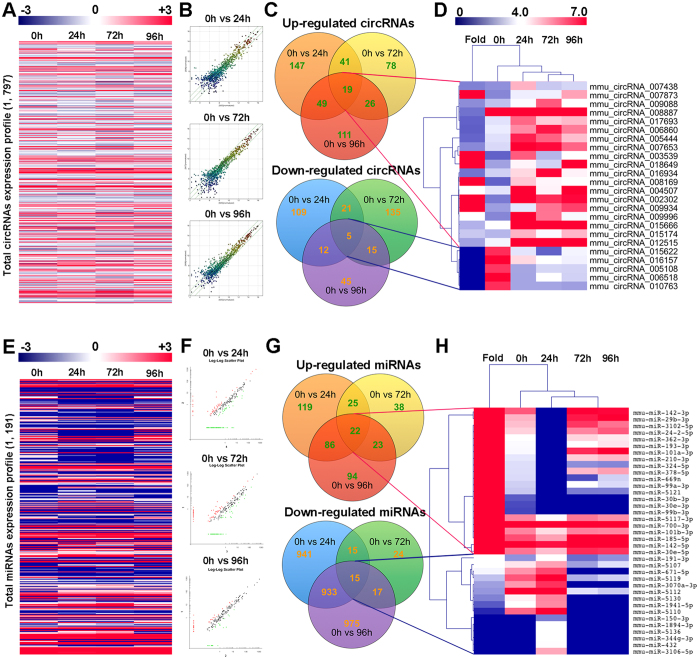
Expression profiles of circRNAs and miRNAs during osteoclasts differentiation and fusion. (**A**) The cluster heat map of all circRNAs expression at different stages during osteoclastogenesis from microarray data. (**B**) Scatter plots showing differentially expressed circRNAs between osteoclasts at different stages and monocytes (0 h). (**C**) Often differentially expressed circRNAs between osteoclasts at different stages and monocytes (0 h). (**D**) Hierarchical clustering showing often up and down regulated circRNAs among the four groups. (**E**) The cluster heat map of all miRNAs expression at different stages during osteoclastogenesis from microarray data. (**F**) Scatter plots showing differentially expressed miRNAs between osteoclasts at different stages and monocytes (0 h). (**G**) Often differentially expressed miRNAs between osteoclasts at different stages and monocytes (0 h). (**H**) Hierarchical clustering showing often up and down regulated miRNAs among the four groups.

**Figure 6:**
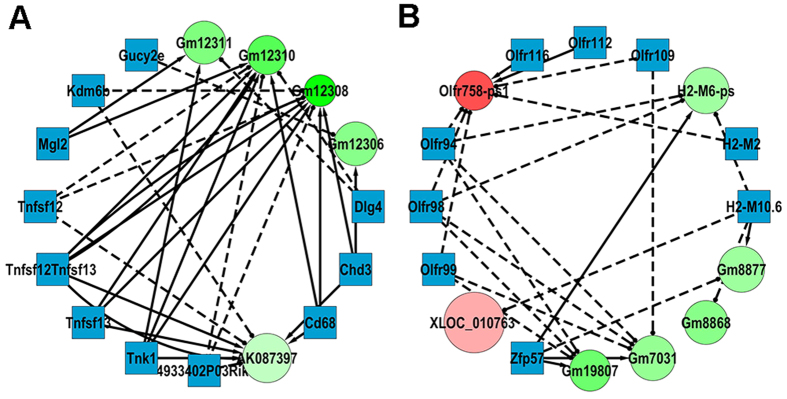
Construction of the lncRNA-mRNA co-expression network. Circle nodes represent lncRNA and square nodes represent mRNAs. Red color and green color represent up and down regulation respectively. The shade darkness of red and green represents fold change of lncRNAs. The size of circle represents p-value with larger size owing smaller p-value. Solid lines represent positive relationship and dash lines represent negative relationship. (**A,B**) Detailed presentation of two sub-networks in the dashed box in Fig. S6.

**Figure 7:**
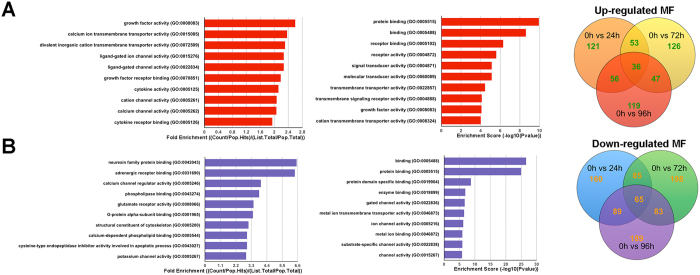
GO analysis of the biological function of lncRNA co-expression genes. (**A**) Often up regulated GO MF terms for the difference lncRNAs co-expression genes were analyzed. Top 10 often up regulated GO terms ranked by fold enrichment and enrichment score were shown. (**B**) Often down regulated GO MF terms for the difference lncRNAs co-expression genes were analyzed. Top 10 often down regulated GO terms ranked by fold enrichment and enrichment score were shown.

**Figure 8:**
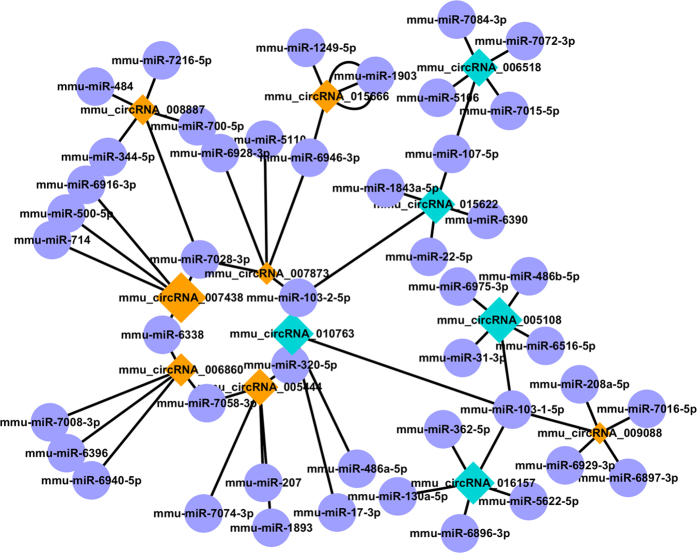
Construction of the circRNA-miRNA co-expression network. Construction of the circRNA-miRNA co-expression network. Diamond nodes represent circRNAs and purple circle nodes represent miRNAs. Yellow color and blue color represents up and down regulation respectively. The size of diamonds represents fold change of circRNAs with larger size owing higher fold change.

# Supplementary material for: Changing expression profiles of lncRNAs, mRNAs, circRNAs and miRNAs during osteoclastogenesis
**Source:** Sci Rep. 2016 Feb 9;6:21499. doi: 10.1038/srep21499
**Supplement:** Supplementary Information

**Changing expression profiles of lncRNAs, mRNAs, circRNAs and miRNAs during osteoclastogenesis**

Ce Dou, 1,2 Zhen Cao,2 Bo Yang,3 Ning Ding, 3 Tianyong Hou, 1 Fei Luo, 1 Fei Kang,2 Jianmei Li, 2 Xiaochao Yang,2 Hong Jiang, 2 Junyu Xiang, 2 Hongyu Quan, 2 Jianzhong Xu,1* AND Shiwu Dong2*

**Supplementary Figures**

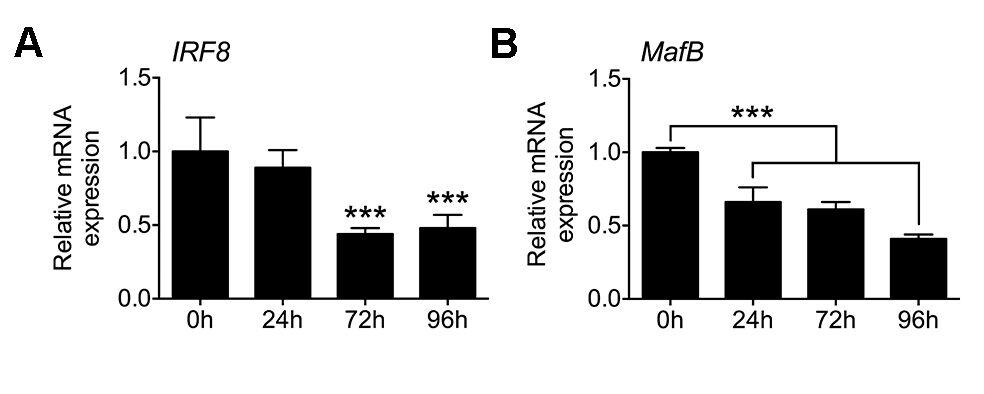

**Supplementary Fig. 1: qPCR results of *IRF8* and *MafB* for *in vitro* model validation.** To further confirm the in vitro model we established with RAW264.7 cells, two negatively regulated mRNAs during OCgenesis were detected. (**A**) Relative mRNA expression of *IRF8*normalized to GAPDH. (**B**) Relative mRNA expression of *MafB* normalized to GAPDH. The data in the figures represent the averages ± SD. **p*< 0.05, ***p*< 0.01, and ****p*< 0.001 based on one-way ANOVA.

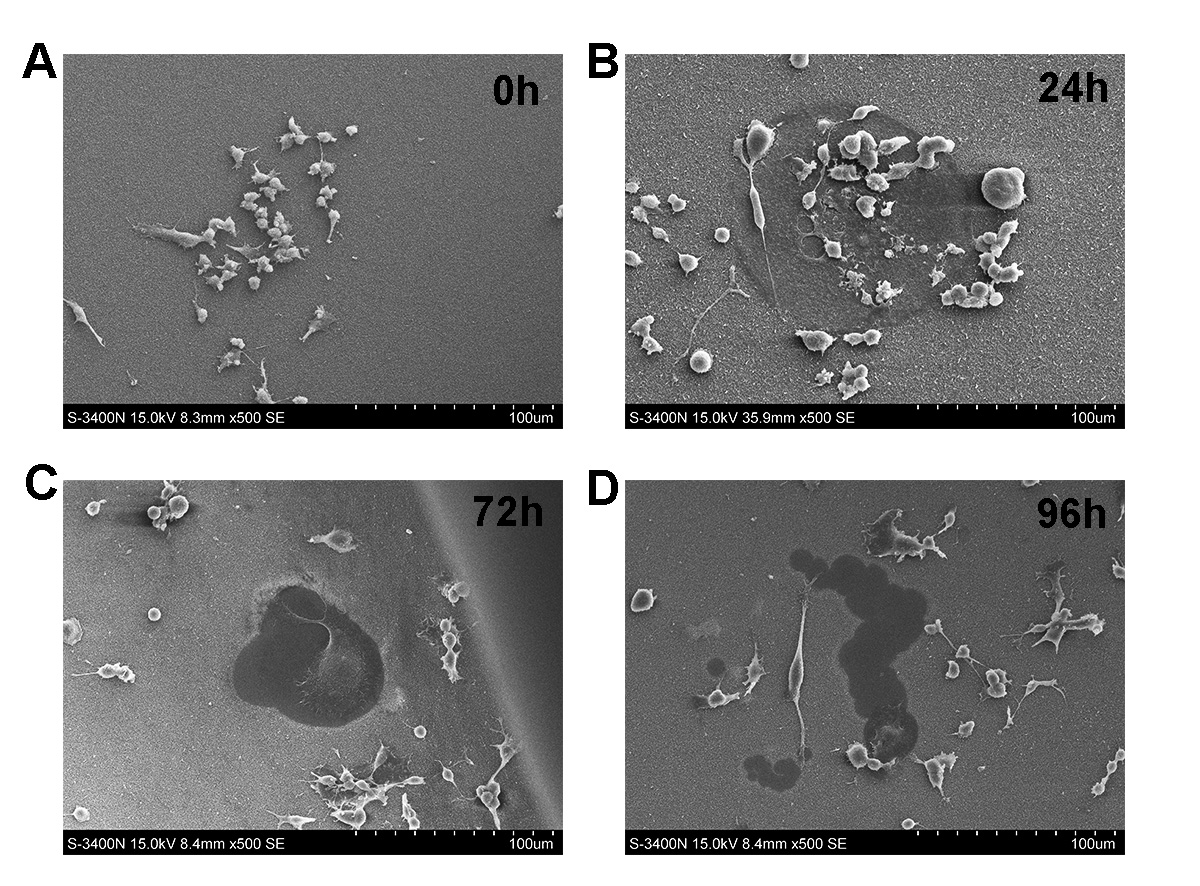

**Supplementary Fig. 2: Scanning Electron Microscope (SEM) analysis of pit formation assay.** RAW264.7 cells were induced with RANKL (100 ng/ml) and M-CSF (50 ng/ml) for 0, 24 h, 72 h and 96 h on bone surface slides. SEM was adopted for pit formation analysis. (**A**) RAW264.7 cells without RANKL and M-CSF induction. (**B**) Cells induced for 24 h on bone surface slides. (**C**) Cells induced for 72 h on bone surface slides. (**D**) Cells induced for 96 h on bone surface slides.

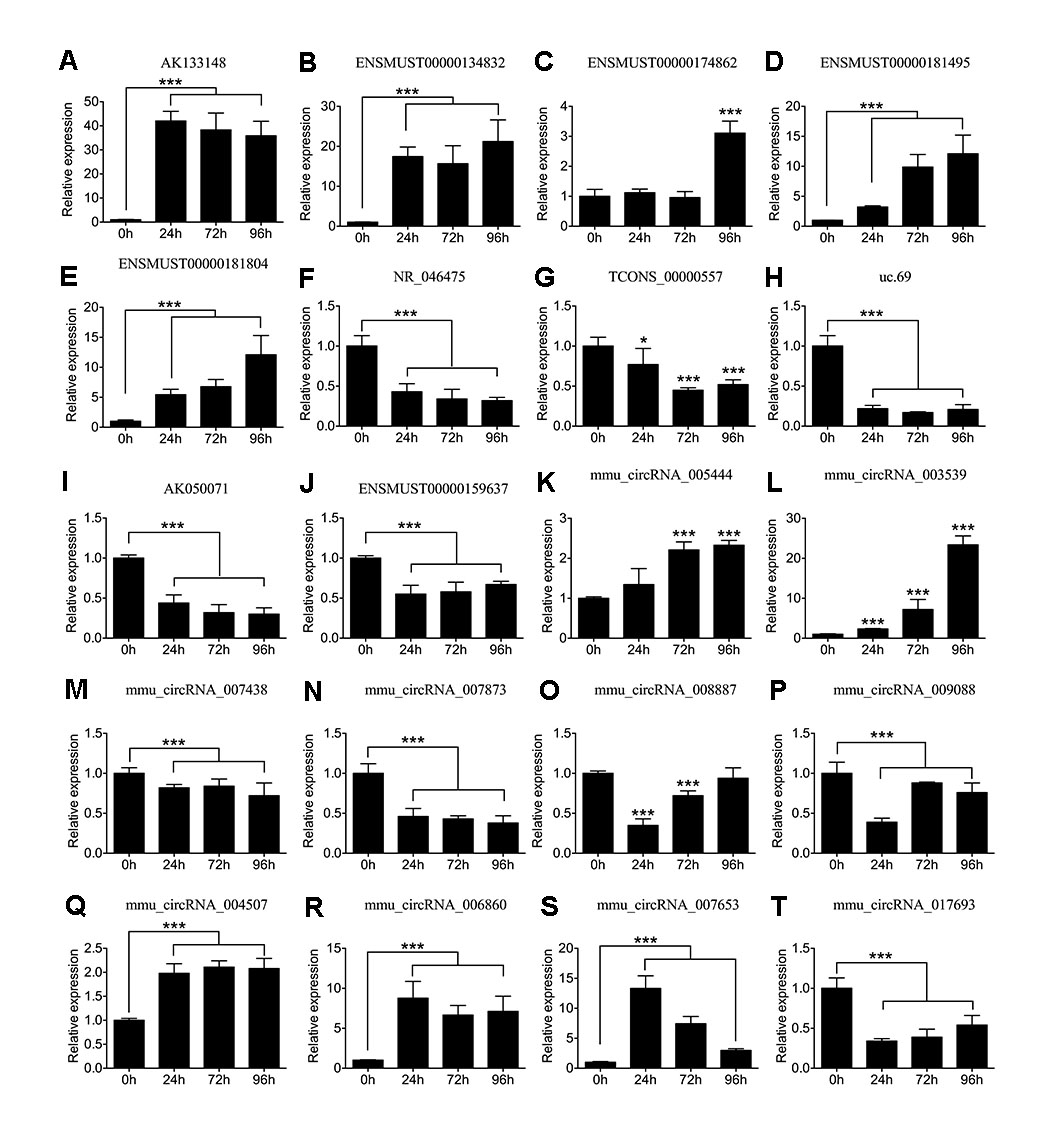

**Supplementary Fig. 3: Validation of the differences in lncRNAs and circRNAs.** To validate the differentially expressed lncRNAs and circRNAs suggested by the microarray results. qPCR was performed to test the expressions of 5 commonly up regulated lncRNAs, circRNAs and commonly down regulated lncRNAs and circRNAs. (**A-E**) Relative expression of the 5 commonly up regulated lncRNAs among all comparison groups (0 v24h, 0 v 72h, 0 v 96h) normalized to GAPDH. (**F-J**) Relative expression of the 5 commonly down regulated lncRNAs among all comparison groups normalized to GAPDH. (**K-O**) Relative expression of the 5 commonly up regulated circRNAs among all comparison groups normalized to GAPDH. (**P-T**) Relative expression of the 5 commonly down regulated circRNAs among all comparison groups normalized to GAPDH. The data in the figures represent the averages ± SD. **p*< 0.05, ***p*< 0.01, and ****p*< 0.001 based on one-way ANOVA.

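The qPCR panels give the expression of single transcripts relative to GAPDH in each stage, while the microarray gives the hybridisation signal of 1 probe per transcript. A transcript that the array does not detect at 0 h has no measured fold change there but a lower bound, which depends on the signal from which the array can tell a probe from its background.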

**
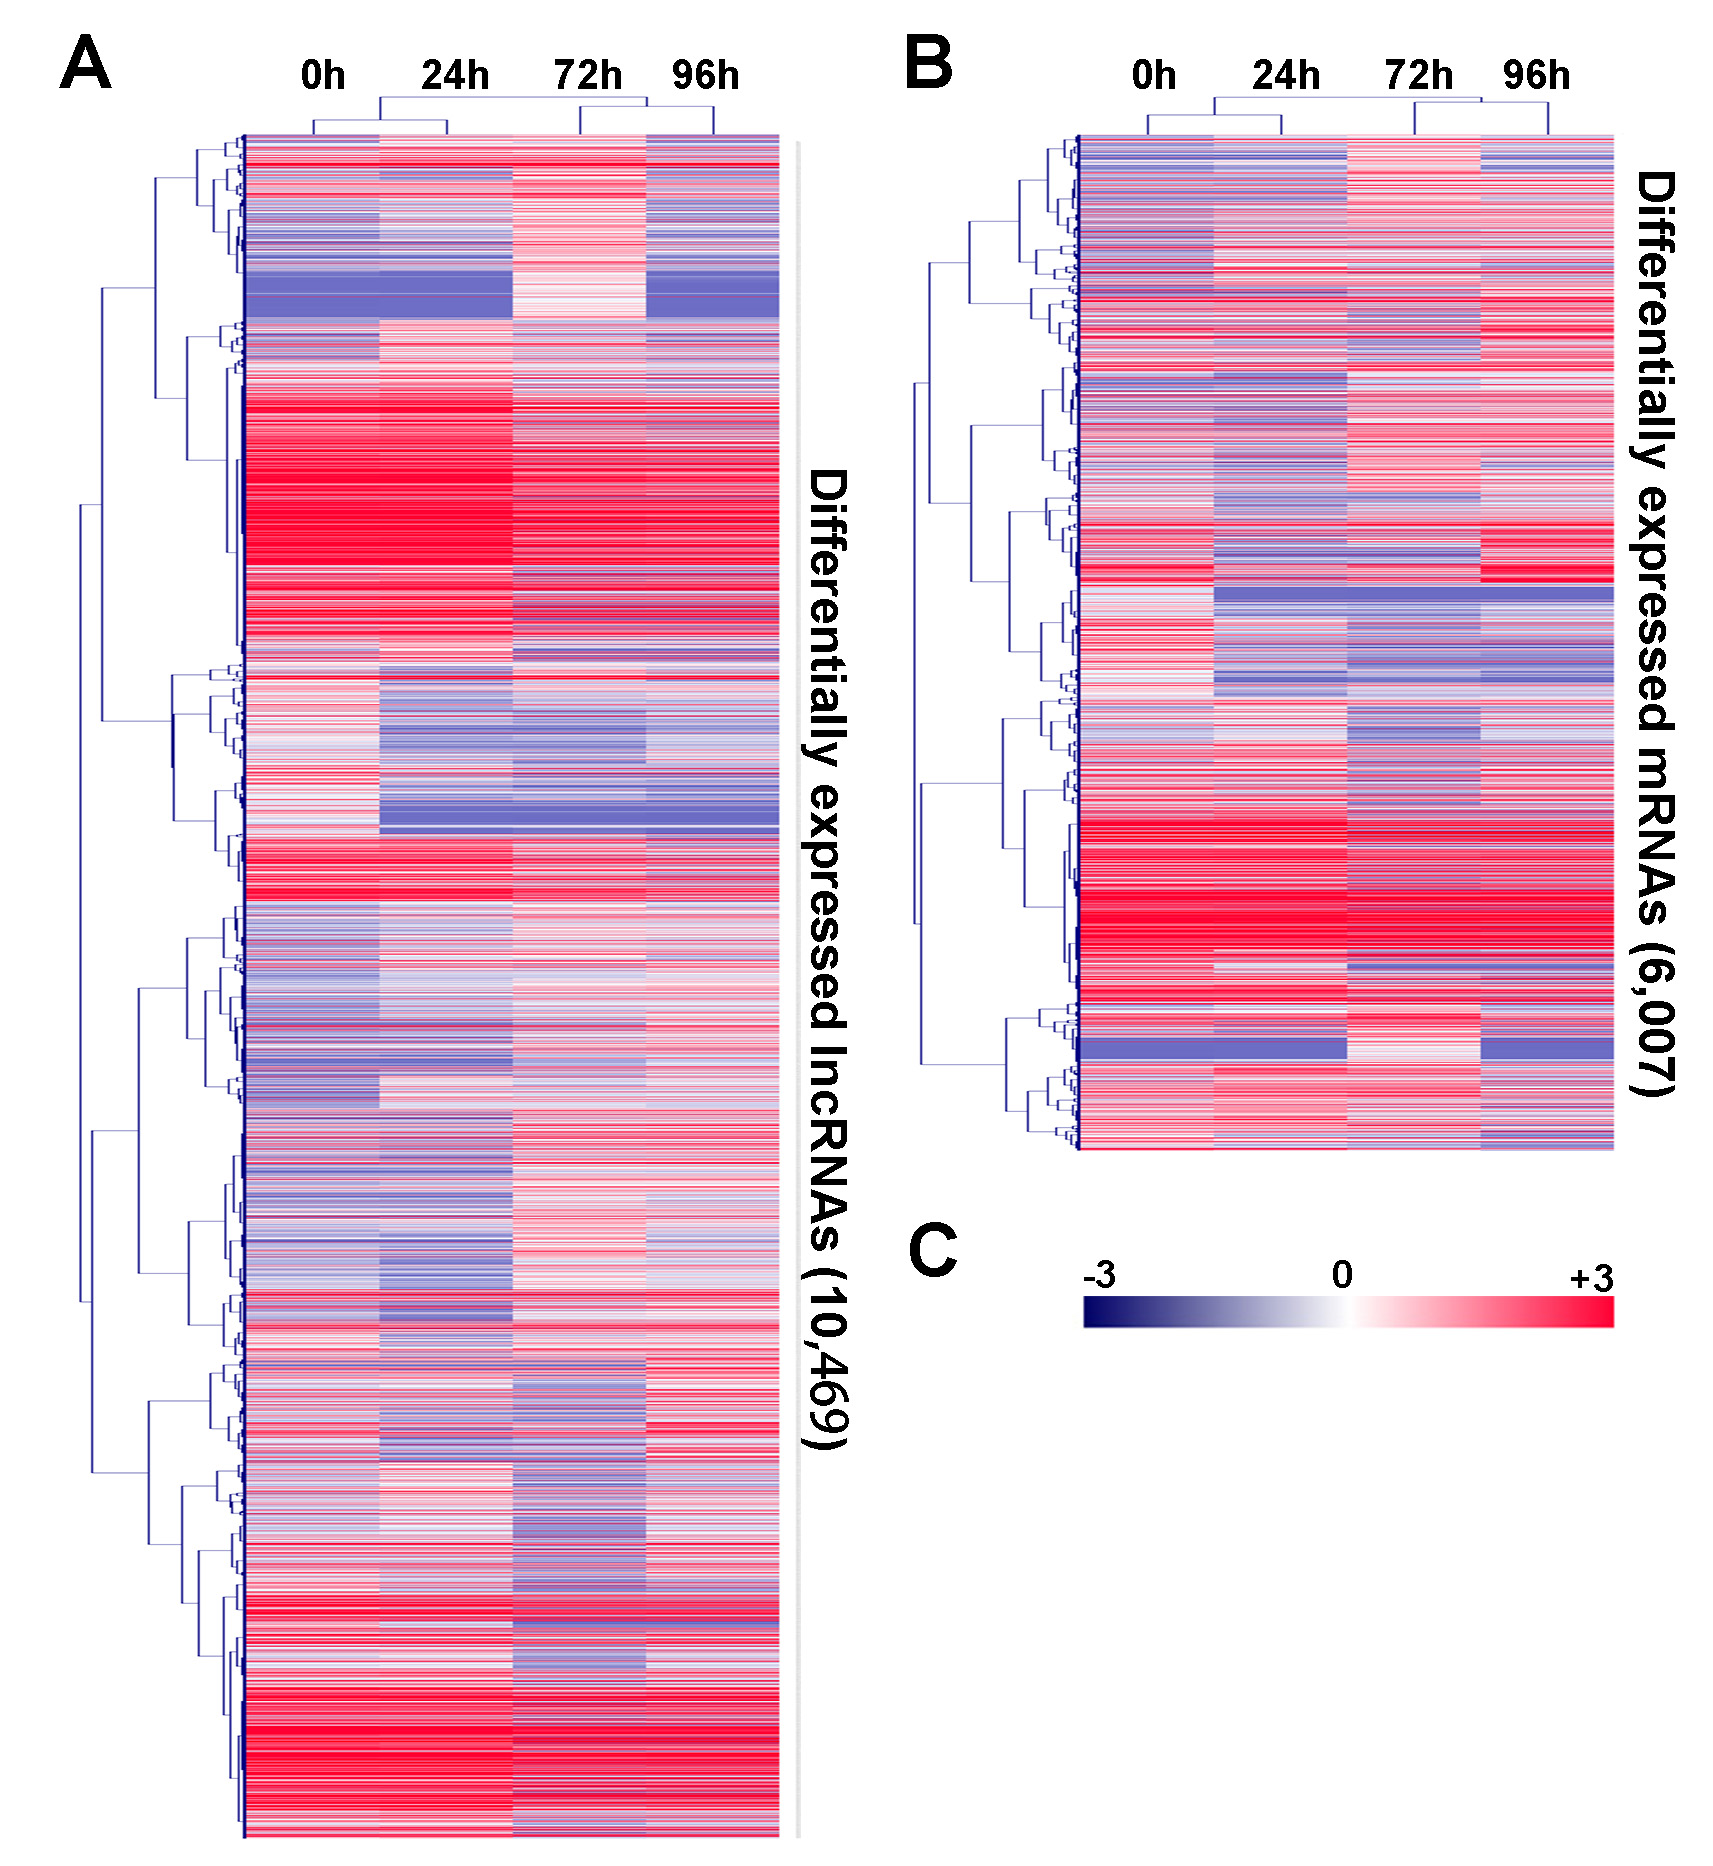
**

**Supplementary Fig. 4: Differentially expressed lncRNAs and mRNAs during osteoclasts differentiation and fusion. (A)** The cluster heat map of all differentially expressed lncRNAs expression at different stages during osteoclastogenesis from microarray data. **(B)** The cluster heat map of all differentially expressed mRNAs expression at different stages during osteoclastogenesis from microarray data. **(C)** Scale bar.

**
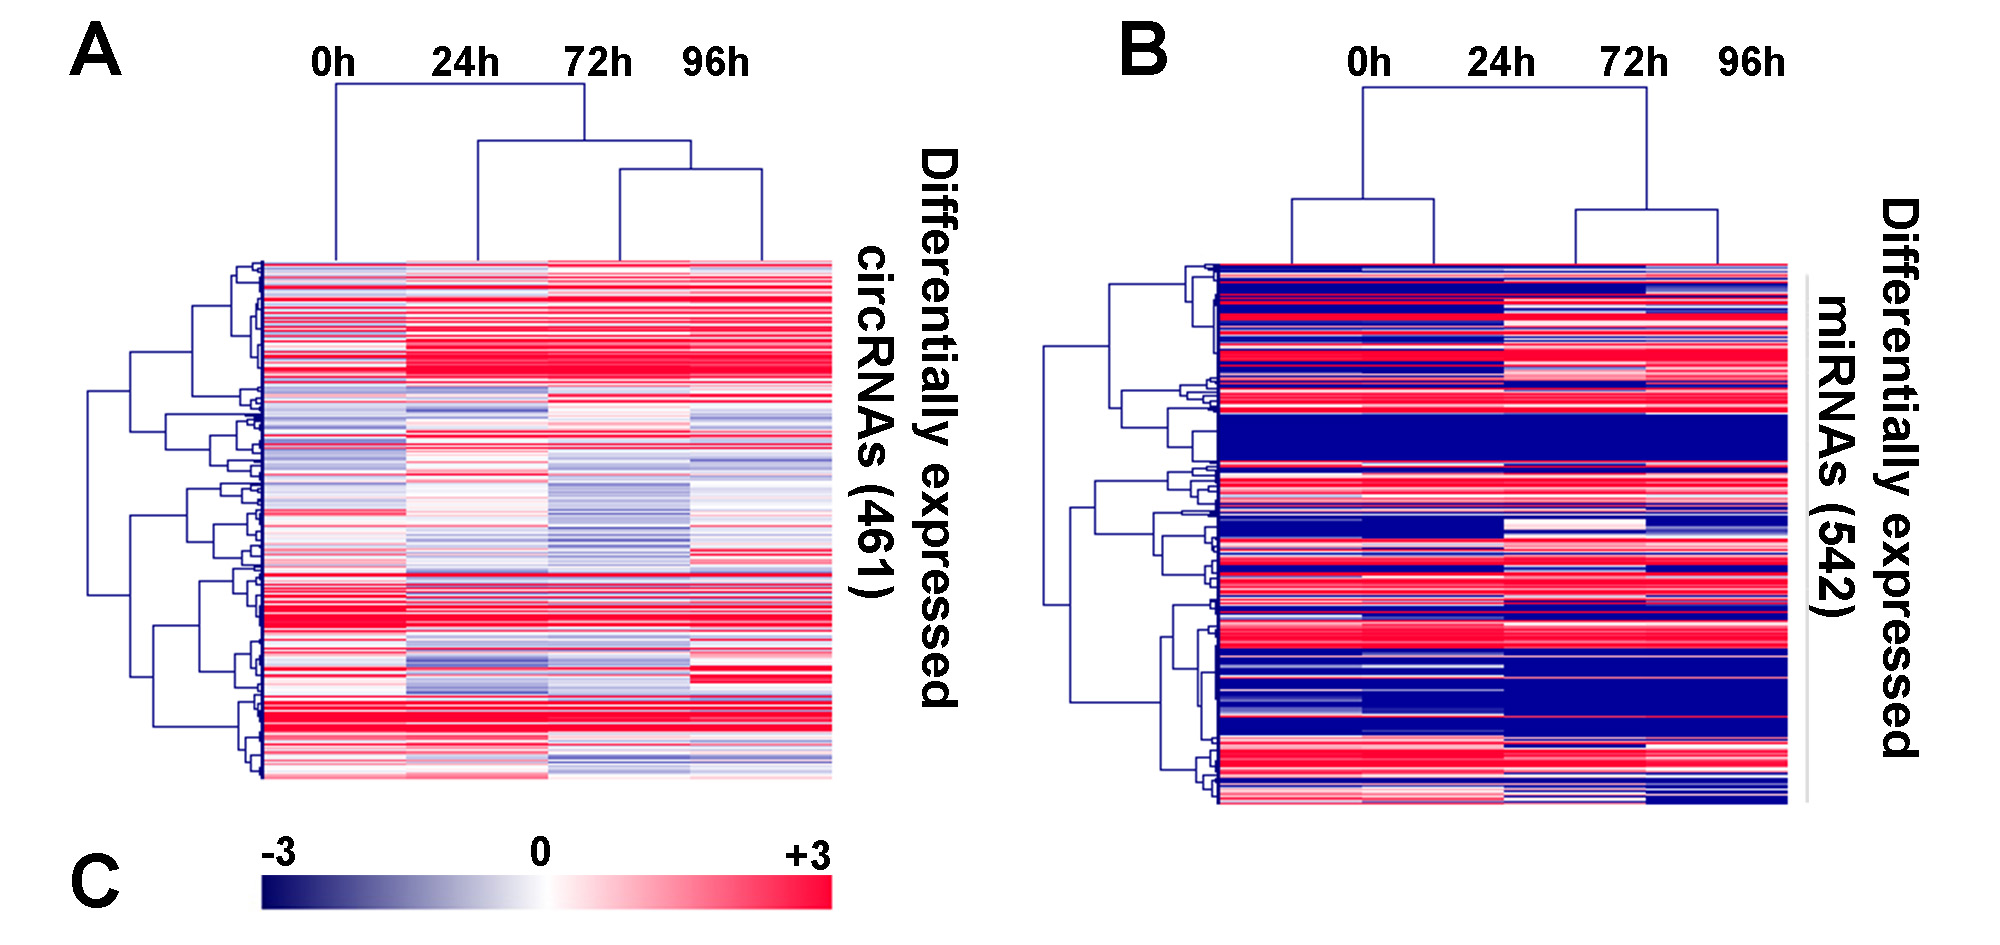
**

**Supplementary Fig. 5: Differentially expressed circRNAs and miRNAs during osteoclasts differentiation and fusion. (A)** The cluster heat map of all differentially expressed circRNAs expression at different stages during osteoclastogenesis from microarray data. **(B)** The cluster heat map of all differentially expressed miRNAs expression at different stages during osteoclastogenesis from microarray data. **(C)** Scale bar.

**
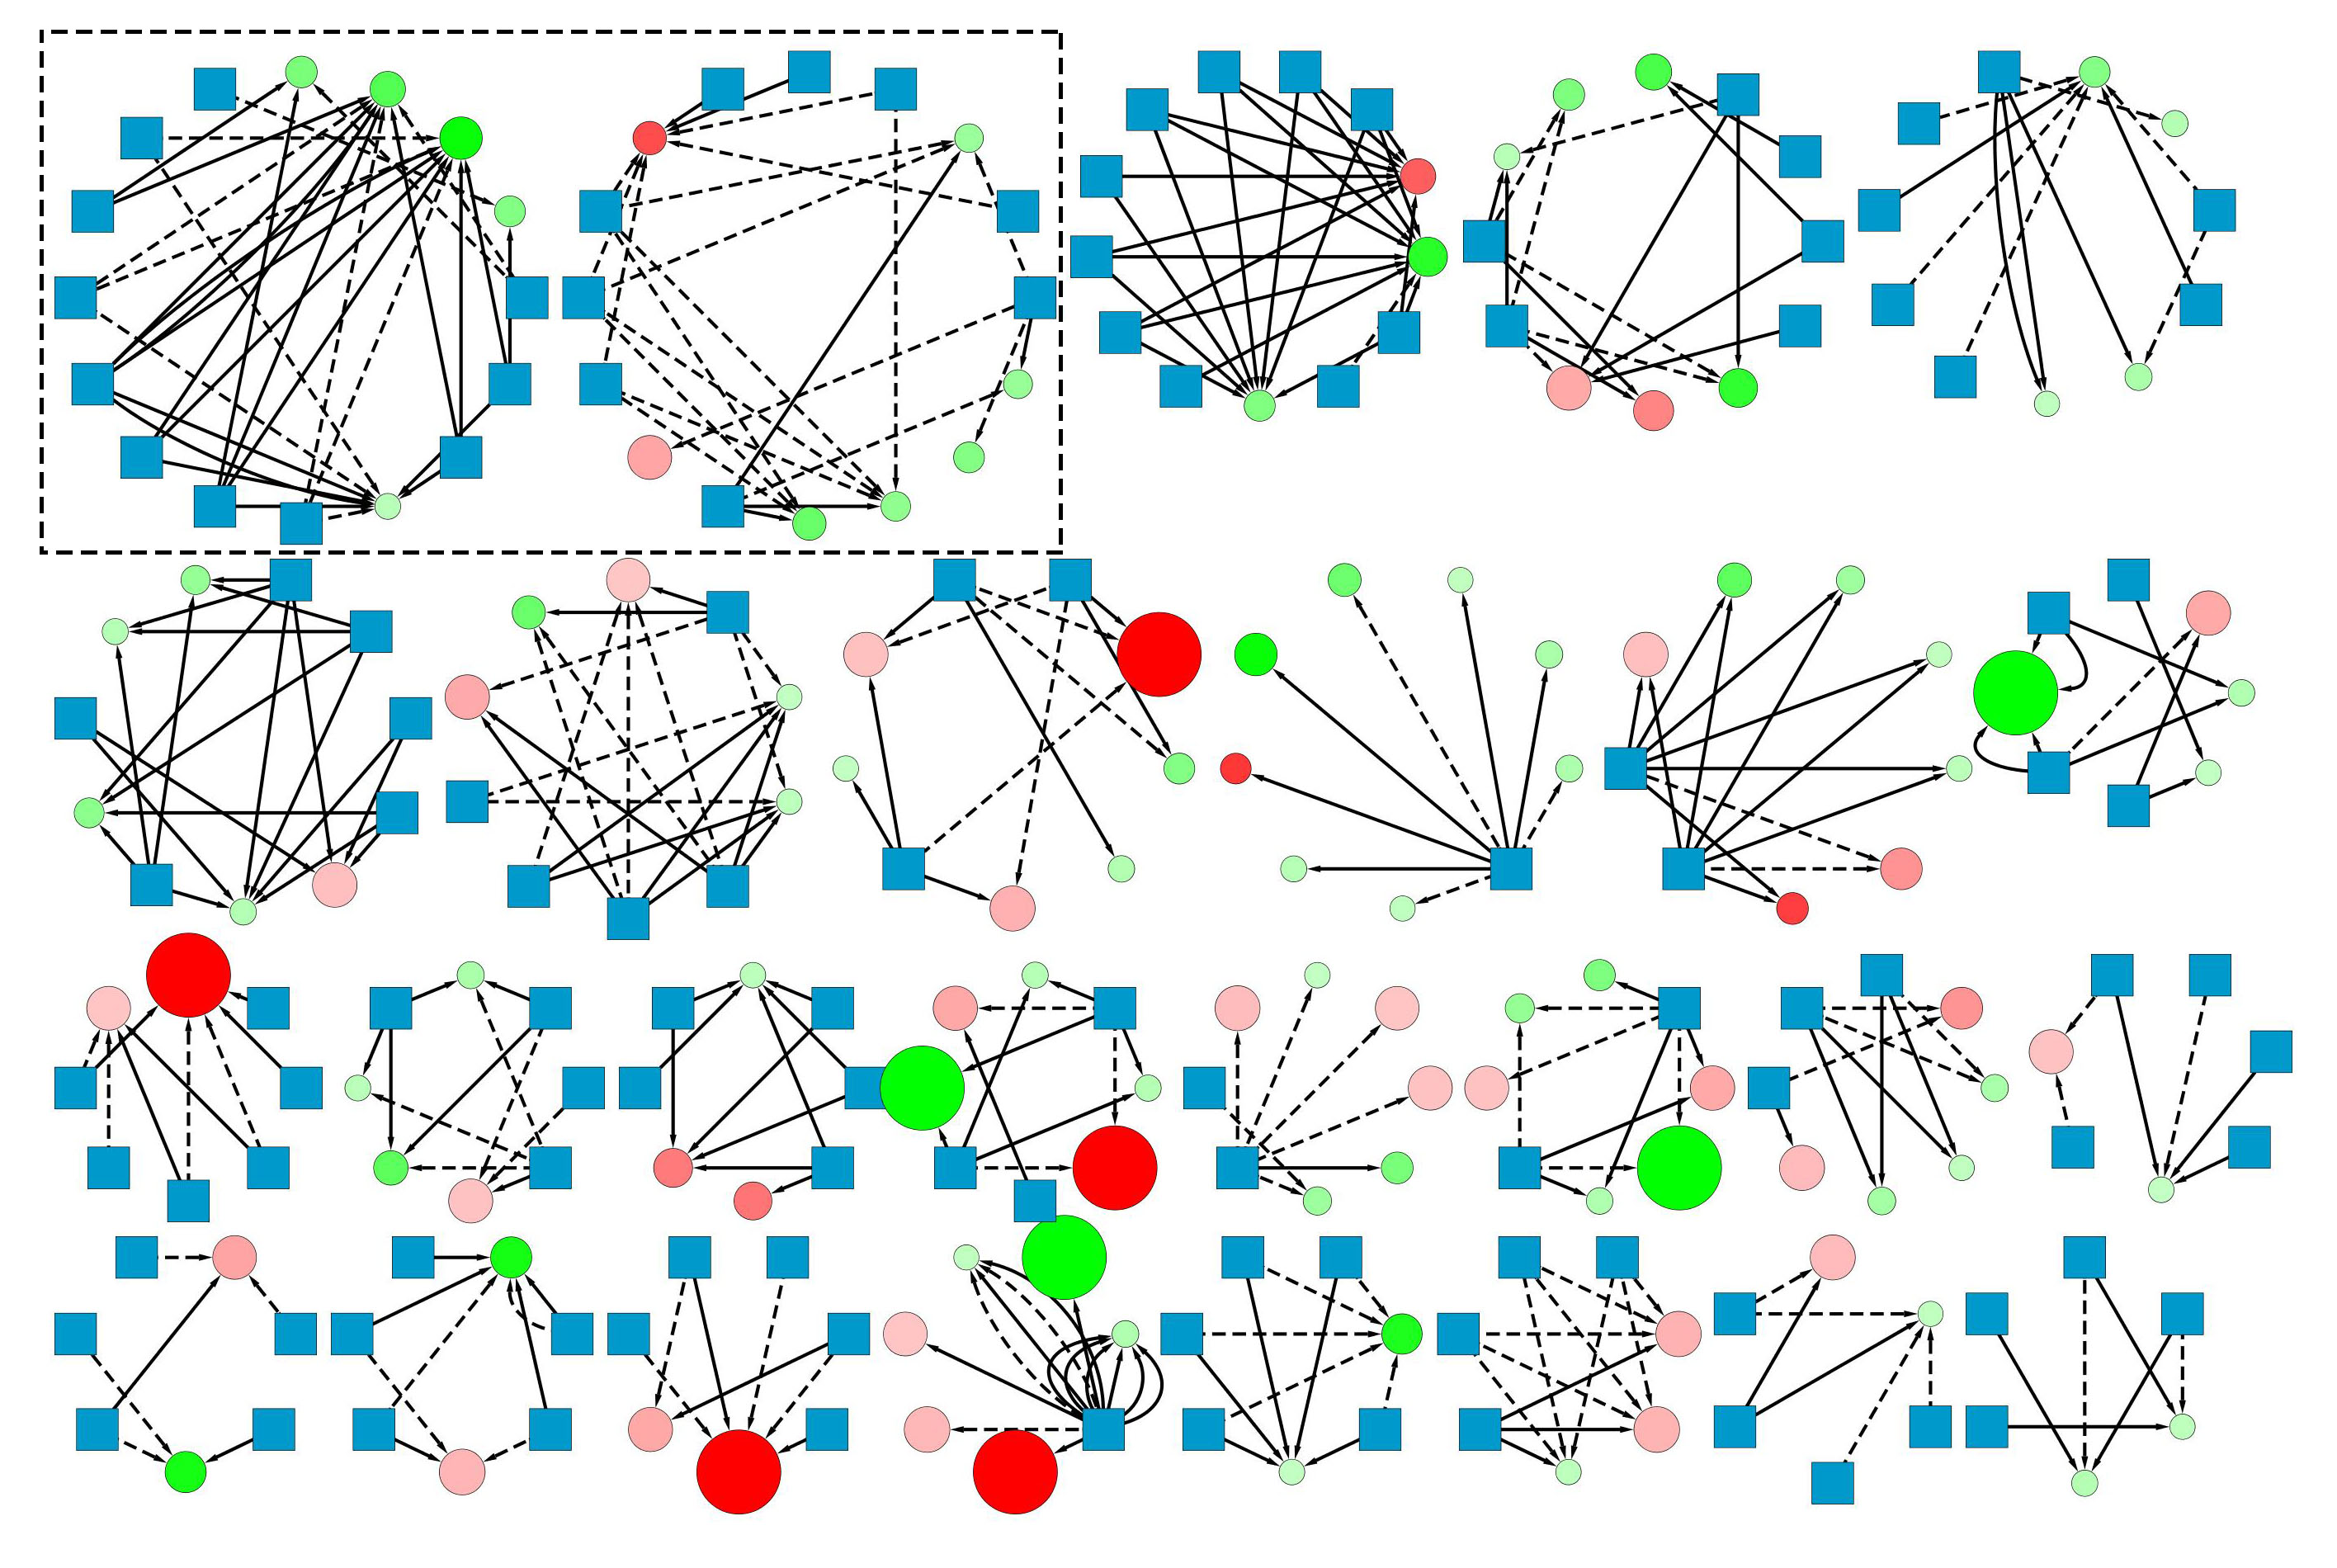
**

**Supplementary Fig. 6: Construction of the lncRNA-mRNA co-expression network.** Construction of the lncRNA-mRNA co-expression network. A circle node represents lncRNA and a square node represents mRNAs. Red color and green color represents up and down regulation respectively. The shade darkness of red and green represents fold change of lncRNAs. The size of circle represents p-value with larger size owing smaller p-value. Solid lines represent positive relationship and dash lines represent negative relationship.

**
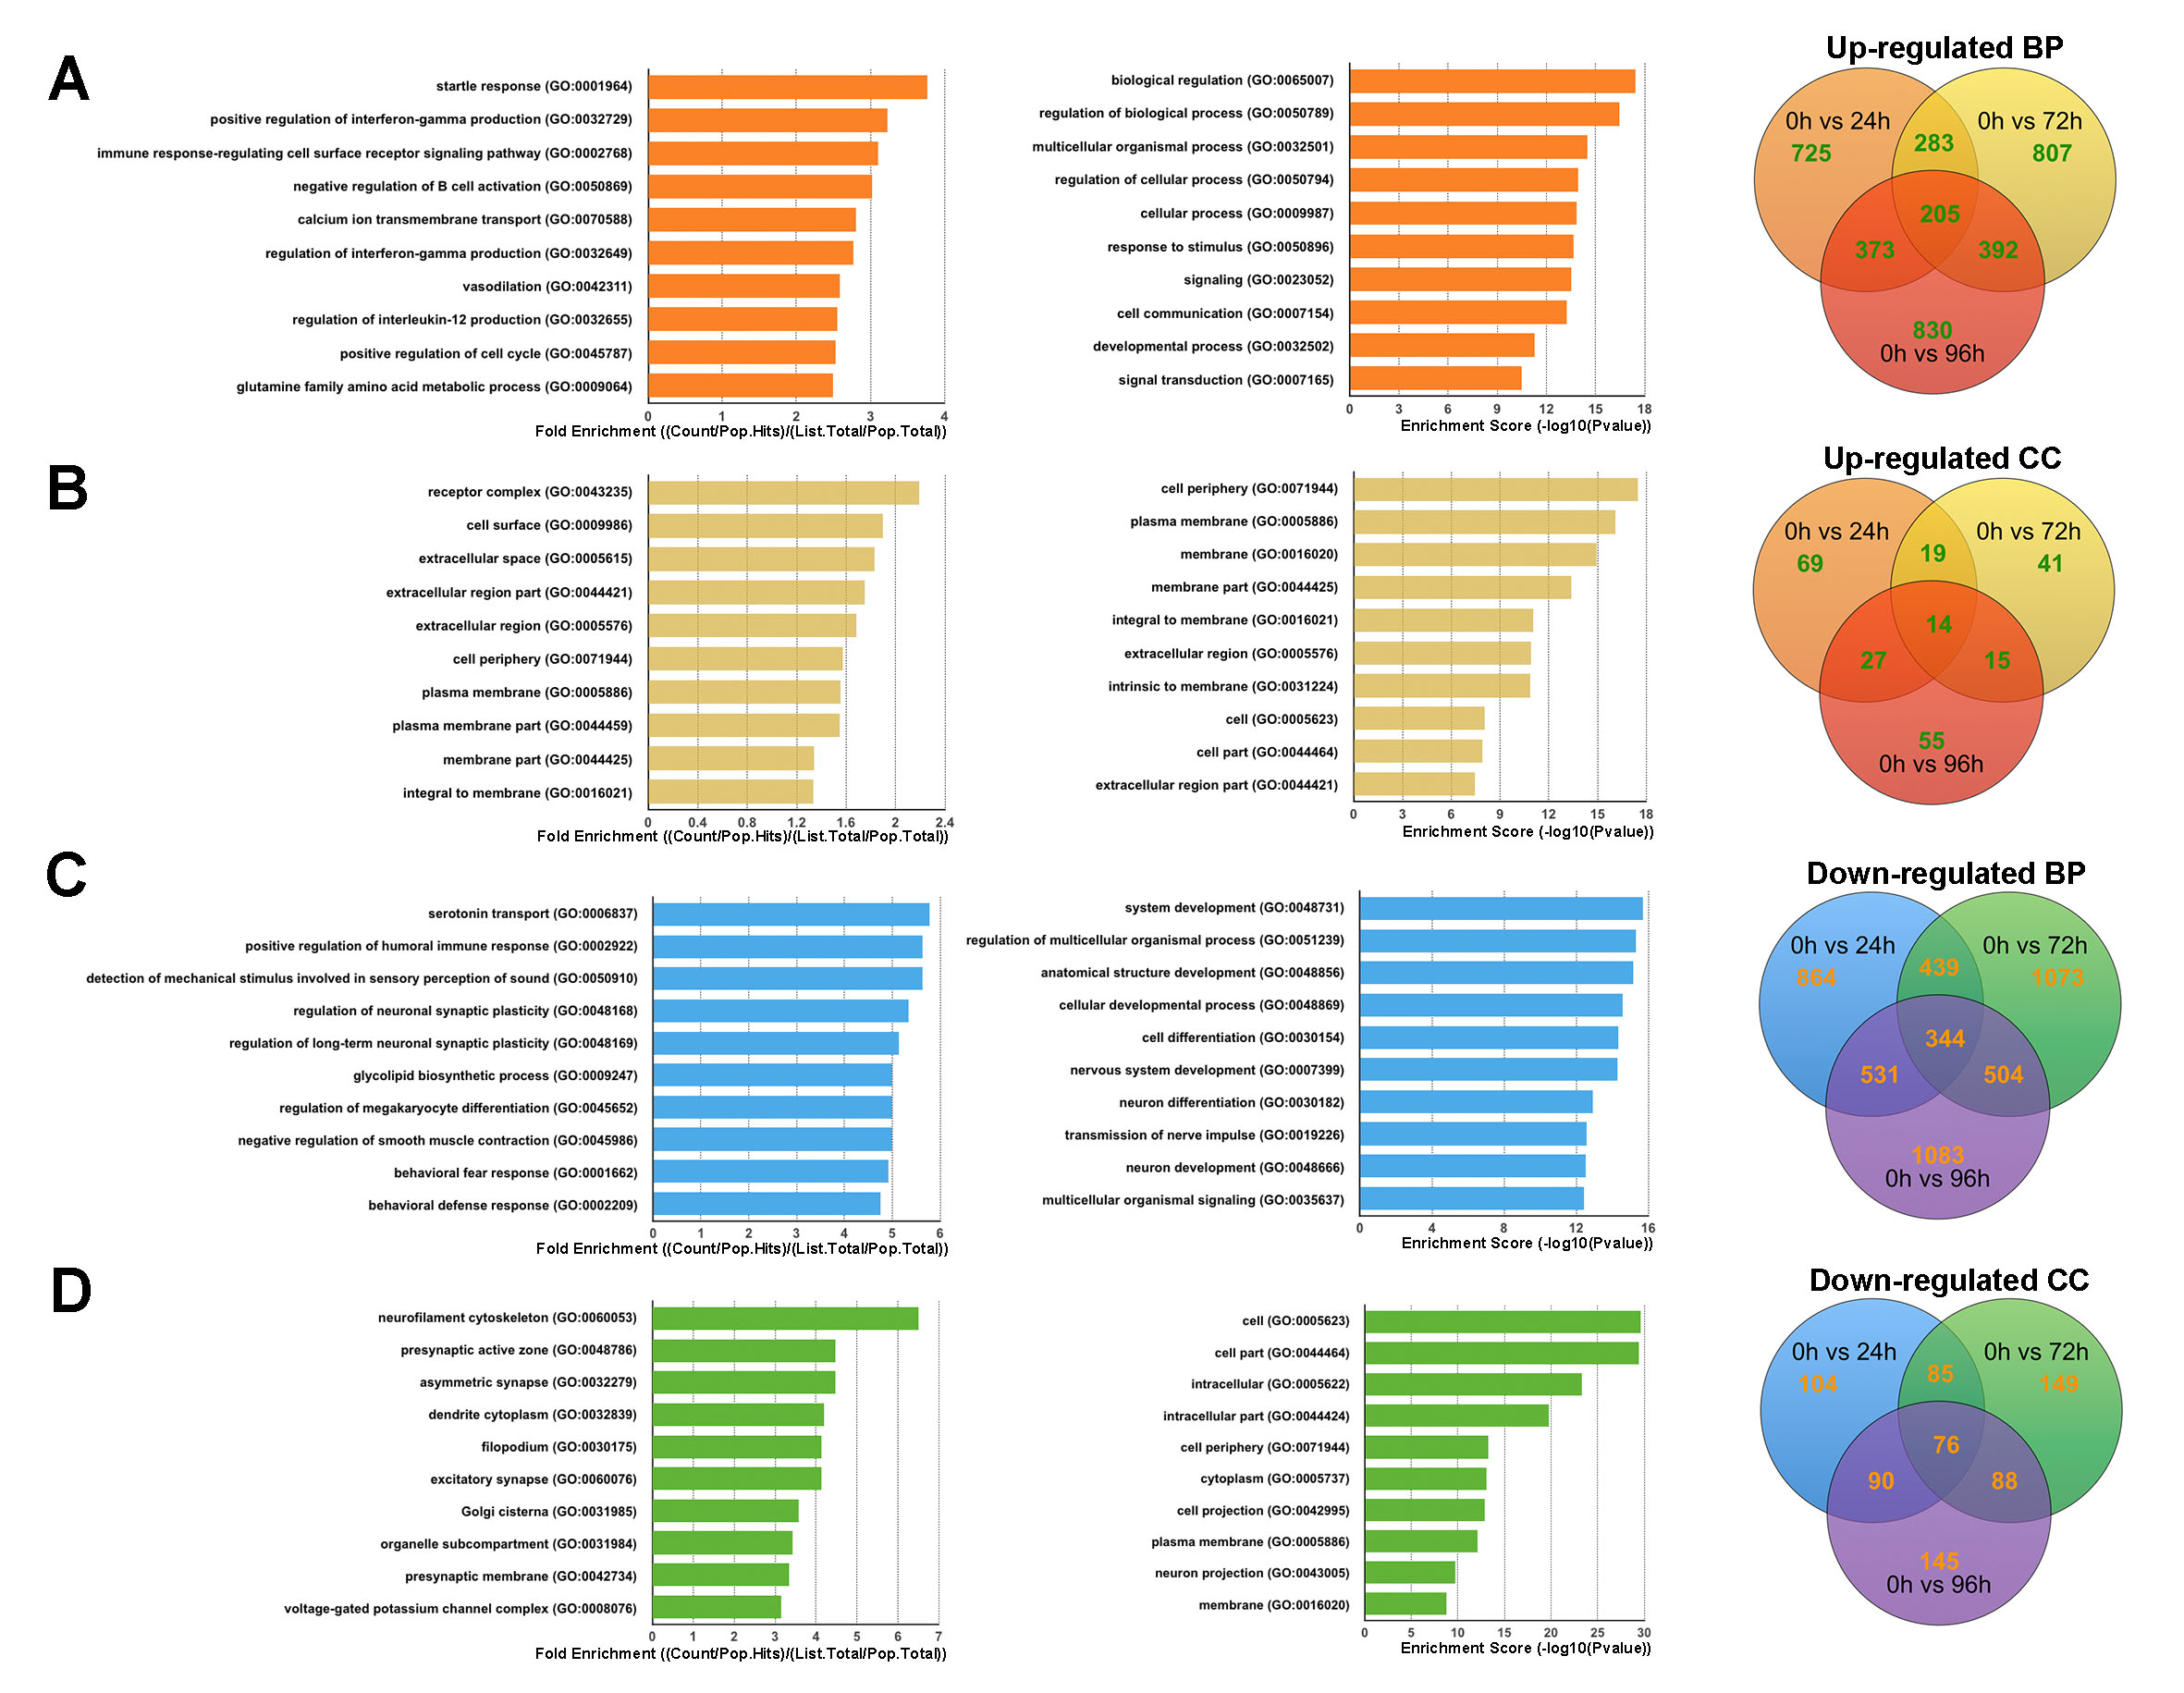
**

**Supplementary Fig. 7: GO analysis of the biological function of lncRNA co-expression genes.** (**A-B**) Common up regulated GO BP and CC terms for the difference lncRNAs co-expression genes were analyzed. Top 10 common up regulated GO terms ranked by fold enrichment and enrichment score were shown. (**C-D**) Common down regulated GO BP and CC terms for the difference lncRNAs co-expression genes were analyzed. Top 10 common down regulated GO terms ranked by fold enrichment and enrichment score were shown.

**Supplementary Tables:**

Table S1. lncRNAs primer sequences for qPCR.

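Table S1 lists the primers by which the lncRNAs of Fig. S3 were amplified, and 5 of these lncRNAs can be matched to array probes through the names in the paper's lists. On GRCm38, AK133148 lies on chromosome 14 from 24425163 to 24429822 and is intergenic. A330076H08Rik, as the transcript ENSMUST00000181804, lies on chromosome 7 from 61930912 to 61982355, and Vmn1r-ps29, as ENSMUST00000174862, on chromosome 6 from 89997611 to 90004589, and both are intergenic. The transcript of Lgi1, on chromosome 19 from 38264781 to 38269046, overlaps exons of its gene in sense. The natural antisense transcript 4732487G21Rik lies on chromosome 12 from 86290760 to 86306006. The build was checked by setting the lists' coordinates beside RefSeq genes of the same symbol on GRCm38, where 1579 of 1596 on the same chromosome (98.9%) overlapped. The other lncRNAs of Table S1 were not analysed here.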

| lncRNAs | Forward | Reverse | Tm(℃) |
| --- | --- | --- | --- |
| AK133148 | 5'-GACCCACCAGCCTACCCTAC-3' | 5'-AGCAGCACTTCAGGGACATT-3' | 60 |
| ENSMUST00000134832 | 5'-TGGTACTTCGTTGTCGCTGA-3' | 5'-ACCAGGCATGTAAGGATTGG-3' | 60 |
| ENSMUST00000181804 | 5'-GCCACAAGACACACAGCATT-3' | 5'-TCTTAACGCCAAAGCAGGAT-3' | 60 |
| ENSMUST00000174862 | 5'-CATCAGGAACTCAGCCAACA-3' | 5'-TTAGGGCCATGAAGCCAAT-3' | 60 |
| ENSMUST00000181495 | 5'-GCTCCTGAAGACGGAGACAC-3' | 5'-CCTGGCTTCCATTCTCTTGA-3' | 60 |
| uc.69- | 5'-TCCTGTTCGACAAAGCAACA-3' | 5'-CCGCGAATCTTCAGTCTCTC-3' | 61 |
| AK050071 | 5'-AGTGCTGATGCTGTGGTCTG-3' | 5'-TTTGTGTGTGCATGTGGTTG-3' | 60 |
| ENSMUST00000159637 | 5'-GCACTGAACAAGCCATTCAC-3' | 5'-GGGCCTGAGAAAGCTGAGTA-3' | 59 |
| NR_046475 | 5'-CCTGAAGAAAGAGCCACAGG-3' | 5'-GCCTCGGGAAGAAAGAGAAC-3' | 59 |
| TCONS_00000557 | 5'-GGTGTGGAGTGATTGGCTTT-3' | 5'-TTCCTAGACGACACGCTCAA-3' | 59 |

Table S2. circRNAs primer sequences for qPCR.

| circRNAs | Forward | Reverse | Tm(℃) |
| --- | --- | --- | --- |
| mmu_circRNA_007438 | 5'-CGGTGTCTTTCTCCACAT-3' | 5'-CTATATACGCCATGGAAATTA-3' | 53 |
| mmu_circRNA_007873 | 5'-CTCGGAGTTTGCTTCATC-3' | 5'-CAATGAGAACCAGTACCCA-3' | 55 |
| mmu_circRNA_008887 | 5'-CAGTGGATCTCTTCTGGAA-3' | 5'-CGATGTGTGCACGAGGA-3' | 54 |
| mmu_circRNA_009088 | 5'-CTCCTTAATTTGCAATTGCC-3' | 5'-AGGAGACAAAAAGAAAGACA-3' | 52 |
| mmu_circRNA_017693 | 5'-TAAGGGCTGGAATAAAACAT-3' | 5'-TGCAATGGTCTCTGCAAG-3' | 53 |
| mmu_circRNA_015622 | 5'-TCTTTTCTAACCGTTTTCTG-3' | 5'-ATGCAGACACCAAAAGGC-3' | 53 |
| mmu_circRNA_016157 | 5'-CTCAGTAAGTTCTGGCTC-3' | 5'-CTATCAGACAGTGAGGTG-3' | 54 |
| mmu_circRNA_005108 | 5'-TCCCTCTCCTTCCTCCCT-3' | 5'-GACTTGAACCCCGCGAG-3' | 57 |
| mmu_circRNA_006518 | 5'-TTTAAATTTCCTGGCACGCA-3' | 5'-AGCGGTGGGCCTGGC-3' | 55 |
| mmu_circRNA_010763 | 5'-CCCAGTGTTAAGTGCTTTC-3' | 5'-GGTCAGCAAATGCCCCT-3' | 55 |

Table S3. Up regulated KEGG pathway analysis

| **PathwayID** | | **Definition** | **Counts** | | **Enrichment_Score** | **P-value** |
| --- | --- | --- | --- | --- | --- | --- |
| mmu04060 | Cytokine-cytokine receptor interaction - Mus musculus (mouse) | | | 29 | 1.952653 | 0.01115184 |
| mmu04015 | Rap1 signaling pathway - Mus musculus (mouse) | | | 26 | 2.474987 | 0.003349757 |
| mmu05202 | Transcriptional misregulation in cancer - Mus musculus (mouse) | | | 23 | 6.049636 | 8.91999E-07 |
| mmu04151 | PI3K-Akt signaling pathway - Mus musculus (mouse) | | | 23 | 1.767568 | 0.0170778 |
| mmu04380 | Osteoclast differentiation - Mus musculus (mouse) | | | 22 | 4.415815 | 3.83871E-05 |
| mmu04080 | Neuroactive ligand-receptor interaction - Mus musculus (mouse) | | | 21 | 1.784172 | 0.01643719 |
| mmu04142 | Lysosome - Mus musculus (mouse) | | | 17 | 2.383796 | 0.004132417 |
| mmu04310 | Wnt signaling pathway - Mus musculus (mouse) | | | 17 | 1.747267 | 0.01789505 |
| mmu04514 | Cell adhesion molecules (CAMs) - Mus musculus (mouse) | | | 17 | 1.333592 | 0.04638823 |
| mmu04015 | Rap1 signaling pathway - Mus musculus (mouse) | | | 15 | 1.491935 | 0.03221554 |
| mmu04064 | NF-kappa B signaling pathway - Mus musculus (mouse) | | | 14 | 4.279204 | 5.2577E-05 |
| mmu04620 | Toll-like receptor signaling pathway - Mus musculus (mouse) | | | 13 | 3.636082 | 0.000231163 |
| mmu04668 | TNF signaling pathway - Mus musculus (mouse) | | | 13 | 3.307034 | 0.000493135 |
| mmu05323 | Rheumatoid arthritis - Mus musculus (mouse) | | | 12 | 2.021115 | 0.009525448 |
| mmu04630 | Jak-STAT signaling pathway - Mus musculus (mouse) | | | 11 | 1.396778 | 0.04010721 |
| mmu04660 | T cell receptor signaling pathway - Mus musculus (mouse) | | | 9 | 1.54911 | 0.02824166 |
| mmu04066 | HIF-1 signaling pathway - Mus musculus (mouse) | | | 9 | 1.414995 | 0.0384596 |
| mmu04150 | mTOR signaling pathway - Mus musculus (mouse) | | | 8 | 2.485581 | 0.003269031 |
| mmu04666 | Fc gamma R-mediated phagocytosis - Mus musculus (mouse) | | | 8 | 1.558729 | 0.02762301 |

Table S4.Down regulated KEGG pathway analysis

| PathwayID | Definition | Counts | Enrichment_Score | P-value |
| --- | --- | --- | --- | --- |
| mmu04080 | Neuroactive ligand-receptor interaction - Mus musculus (mouse) | 50 | 5.081911 | 8.28111E-06 |
| mmu04060 | Cytokine-cytokine receptor interaction - Mus musculus (mouse) | 34 | 2.09698 | 0.007998714 |
| mmu04010 | MAPK signaling pathway - Mus musculus (mouse) | 29 | 1.411063 | 0.0388094 |
| mmu04020 | Calcium signaling pathway - Mus musculus (mouse) | 28 | 3.107261 | 0.000781157 |
| mmu04514 | Cell adhesion molecules (CAMs) - Mus musculus (mouse) | 22 | 1.973744 | 0.01062322 |
| mmu04015 | Rap1 signaling pathway - Mus musculus (mouse) | 22 | 1.598339 | 0.02521511 |
| mmu04540 | Gap junction - Mus musculus (mouse) | 18 | 3.725738 | 0.000188045 |
| mmu04066 | HIF-1 signaling pathway - Mus musculus (mouse) | 15 | 1.444064 | 0.03596966 |
| mmu04512 | ECM-receptor interaction - Mus musculus (mouse) | 14 | 1.9813 | 0.01043998 |
| mmu04971 | Gastric acid secretion - Mus musculus (mouse) | 14 | 3.58031 | 0.000262839 |
| mmu04915 | Estrogen signaling pathway - Mus musculus (mouse) | 14 | 2.352907 | 0.004437033 |
| mmu04610 | Complement and coagulation cascades - Mus musculus (mouse) | 12 | 1.666193 | 0.02156785 |
| mmu04622 | RIG-I-like receptor signaling pathway - Mus musculus (mouse) | 11 | 2.365827 | 0.004306985 |
| mmu04912 | GnRH signaling pathway - Mus musculus (mouse) | 11 | 1.52304 | 0.02998886 |
| mmu04070 | Phosphatidylinositol signaling system - Mus musculus (mouse) | 10 | 1.423125 | 0.03774637 |
| mmu04612 | Antigen processing and presentation - Mus musculus (mouse) | 10 | 1.423125 | 0.03774637 |
| mmu04623 | Cytosolic DNA-sensing pathway - Mus musculus (mouse) | 9 | 1.686917 | 0.02056285 |
| mmu04975 | Fat digestion and absorption - Mus musculus (mouse) | 8 | 1.850938 | 0.0140949 |
| mmu04961 | Endocrine and other factor-regulated calcium reabsorption - Mus musculus (mouse) | 8 | 1.592162 | 0.02557629 |

Table S5. Primer sequences for PCR

| **Genes** | **Forward** | **Reverse** | **Tm (°C)** |
| --- | --- | --- | --- |
| DC-STAMP | 5'-TTATGTGTTTCCACGAAGCCCTA-3' | 5'-ACAGAAGAGAGCAGGGCAACG-3' | 62 |
| CD9 | 5'-CGGTCAAAGGAGGTAG-3' | 5'-GGAGCCATAGTCCAATA-3' | 60 |
| ATP6v0d2 | 5'-AGCAAAGAAGACAGGGAG-3' | 5'-CAGCGTCAAACAAAGG-3' | 60 |
| OC-STAMP | 5'-GGGCTACTGGCATTGCTCTTAGT-3' | 5'-CCAGAACCTTATATGAGGCGTCA-3' | 62 |
| CD47 | 5'-TGGTGGGAAACTACACTTGCGA-3' | 5'-AGGCTGATCCTTGGTCAGTGTTG-3' | 63 |
| mitf | 5'-GTGCAGACCCACCTGGAAAAC-3' | 5'-AGTTAGAGTGAGCATAGCCTAG-3' | 61 |
| RANK | 5'-TACCACCTGACAACAGTACC-3' | 5'-ATCCATCAGAAATACAGCAC-3' | 64 |
| Nfkb | 5'-AGCCTCAGGGCCTTACAGA-3' | 5'-CCGTACAATGCTCAGATCCA-3' | 61 |
| MMP9 | 5'-ACCCGAAGCGGACATT-3' | 5'-GGCATCTCCCTGAACG-3' | 62 |
| Ctsk | 5'-GCGGCATTACCAACAT-3' | 5'-CTGGAAGCACCAACGA-3' | 61 |
| Akt | 5'-TCGTGTGGCAGGATGTGTAT-3' | 5'-ACCTGGTGTCAGTCTCAGAGG-3' | 62 |
| c-fos | 5‘-AGGCAGAACCCTTTGA-3’ | 5’-GGTGACCACGGGAGTA-3‘ | 60 |
| p38 | 5'-GTGCCCGAGCGTTACCAGACC-3' | 5'-CTGTAAGCTTCTGACATTTC-3' | 62 |
| Erk | 5'-AATCCCCGTTGGTCTTACAC-3' | 5'-CCTAAGGAAAAG-CTCAAAGA-3' | 61 |
| NFATc1 | 5'-GAGGAGTTGGCTCAGTG-3' | 5'-TAGCGTTCCGTTCGTT-3' | 61 |
| OSCAR | 5'-GGTCCTCATCTGCTTG-3' | 5'-TATCTGGTGGAGTCTGG-3' | 62 |
| PU.1 | 5'-CACGTCCTCGATACTCCCATG-3' | 5'-CTCTGCCTCTCACCCTCCTCC-3' | 61 |
| src | 5'-TTTGGCAAGATCACTAGACGGG-3' | 5'-GAGGCAGTAGGCACCTTTTGT-3' | 59 |
| TRAF6 | 5'-TTGCACATTCAGTGTTTTTGG-3' | 5'-TGCAAGTGTCGTGCCAAG-3' | 60 |

How the deposited data were processed for this re-analysis (not part of the article)

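RNA of RAW264.7 cells at 0, 24, 72 and 96 h of induction with RANKL and M-CSF was measured on 4 arrays of the Arraystar Mouse LncRNA V3.0 design, 1 per time point. The authors scanned the arrays and quantified the spots with Agilent Feature Extraction, version 11.0.1.1 in the file headers. The deposited spot values used here are the processed signal, an intensity after background subtraction and detrending within each array, the median signal and median local background, both intensities without normalization, and the flags of each spot. The authors also deposited a table of log2 values for 60804 probes, quantile normalized over the 4 arrays with GeneSpring, of which the filter is not stated in the paper's text.

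Starting from the spots, control spots and spots marked as outliers were left out, the log2 processed signals of the spots of a probe were averaged and the arrays were quantile normalized. Each comparison sets 1 array against another. A probe entered when it was well above background on at least 1 of the 2 arrays. Where it was not so on the other, a lower value was raised to a floor, the lowest normalized signal among probes well above background there. The floor was 4.81 at 0 h, 5.17 at 24 h, 5.16 at 72 h and 4.41 at 96 h on the log2 scale. Probes past 2-fold were counted in each direction. No p-value was computed, because each time point has 1 array, and with each time point as its own group no fit with the slide as a term can be had. A fit with a straight line in time was not run. The functions were tested on simulated data with 100 probes raised and 100 lowered 4-fold at the last time point, of which 100 and 87 were found.

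Signal over background takes the place of a depth. Of the 60930 probes that are not controls, 17692 were not well above background on any array, and a change of such a probe was not counted.

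Names, coordinates and classes of lncRNAs come from the paper's supplementary lists, which are analysed here in part. The rule for named genes, set with the main settings and the alternatives before the data were examined, takes the genes of Fig. 1D, the genes of Fig. 6, the lncRNAs of Table S1, genes of fixed lists, and for each comparison the 5 probes with a name that rose most and the 5 that fell most among probes well above background on both arrays. A gene with several probes is represented by its brightest probe. The genes of Fig. 1D, the mRNAs of Fig. 6 and the fixed lists were left out, because no file used here pairs their names with probes, and for the same reason lncRNAs and mRNAs were not counted apart and no enrichment of gene ontology terms or pathways was computed. The circRNA and miRNA arrays were not analysed here.

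The alternatives were scaling to the 75th percentile, scaling to the median over probes well above background on all arrays, cyclic loess, the authors' values, no filter and no floor, filters on probes well above background on both arrays, on all 4 arrays, and on all 4 arrays with a mean signal at or above their median, outlier spots kept, saturated spots left out, limits of 1.5-fold and 4-fold, and the median of a gene's probes in place of the brightest probe. Chosen after seeing the data were normexp with an offset of 50 on the median signal, the median signal without background subtraction, and the authors' values for probes well above background on any of the 4 arrays without a floor. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used, with limma 3.58.1 in R 4.3.3 for cyclic loess and normexp.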

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

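The tests in this part were chosen after the result was seen, except the comparison of the 96 h with the 24 h array, which was set down before its result was seen.

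A difference between time points: 173 probes were at least 2-fold higher at 72 h and at least 2-fold lower at 96 h than at 0 h, and 238 probes were lower at 72 h and higher at 96 h. With 1 array per time point the difference was not tested. Of these 411 probes, 334 were well above background on all 4 arrays. A shift between slides alone would act on the 24 h array as on the 96 h array, which share slide 2. Of these probes, 87.6% differed at least 2-fold between 24 h and 96 h in the direction of their change at 96 h. Since these probes were picked by their 96 h values, which favours such a difference by itself, the share cannot decide on the slide. Noise of dim probes would leave fewer such probes among bright ones, but they were 1.25% of the brighter probes and 0.794% of the dimmer ones, split at the median signal of probes well above background on all 4 arrays. A difference between cultures, RNA preparations or labelling reactions stays open, and so does a mislabelled array, for which no test was run. A biological difference between mature and activated osteoclasts also stays open and was not tested.

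A signal in data that the paper does not report on: the array design holds 126 probes outside the authors' table. Of these, 30 are printed repeatedly, 15 of them negative sequences, and 96 are printed once. Of the 96, 83 were well above background on at least 1 array, while 1 of the 15 negative sequences was. At 0 h the median log2 signal was 8.37 for the 96 probes and 2.65 for the negative sequences. Poor spots on single arrays are argued against for most of the 96 probes. Of these, 77.1% were well above background on all 4 arrays, against 53.8% of all probes. That 0 of their spots were marked as outliers cannot decide, since at most 72 of 61500 spots were marked on any array. A filter on dim probes by the authors is argued against as well, since their table holds 17665 probes that were not well above background on any array. Of the 83 probes, 28 (33.7%) were past 2-fold against 0 h at some later time point, and 20 of the 96 were lower at 96 h. What these probes measure is not stated in the files used here, and no biological explanation was tested.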

How the results depend on the processing

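The normexp, unsubtracted median signal and any-array alternatives described here were chosen after seeing the data. No paired analysis was possible because each time point has 1 array, and for the same reason leaving out an array removes its time point. Normexp and no background subtraction on the mean signal were not run, since the files used here have no column for it. A count of 1 probe per gene name was not run, and neither were the alternatives for the genes of Fig. 1D, the fixed gene lists and the mRNAs of Fig. 6, since no file used here pairs names with those probes.

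At every time point and under every setting more probes were lower than higher, except at 72 h with a limit of 1.5-fold. The 72 h and 96 h arrays were the pair with most probes past the limit under every setting. The pair with fewest was 0 h and 24 h, except that it was 0 h and 72 h under 4-fold, under the filter on the brightest probes, under normexp and under the unsubtracted median signal. Cyclic loess, the authors' values, outlier spots kept and saturated spots left out moved none of the 16 counts by more than 1.5 times, and leaving out saturated spots changes nothing because there were 0. Scaling to the 75th percentile shifted the median of all probes by 0.19 on the log2 scale at 24 h against 0 h, and scaling to the median over probes well above background by 0.17. At 72 h against 0 h these shifts were -0.055 and -0.044. The share of higher among changed probes at 72 h, 45.0% in the reported setting, was 33.3% under 75th percentile scaling and 34.5% under median scaling. Where a value below moved, the cause was not tested unless the setting itself changes how many probes can pass, as a filter or a limit does.

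The number of probes lower at 24 h and 72 h and back within the limit at 96 h moved from 42 to 66 under scaling to the 75th percentile and to 73 under median scaling.

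Without filter and floor, 3392 probes were higher and 4823 lower at 24 h, 4197 and 5000 at 72 h, and 4601 higher at 96 h. In all comparisons 283 were higher and 947 lower, and 250 were back at 96 h. The pairs of arrays gave 8215 for 0 h and 24 h, 9197 for 0 h and 72 h, 9881 for 0 h and 96 h, 13410 for 24 h and 72 h, 8754 for 24 h and 96 h and 16243 for 72 h and 96 h. The intergenic share of listed lncRNAs was 52.0% at 24 h and 45.9% at 72 h.

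With probes well above background on both arrays, 752 were higher at 24 h, 25 were higher and 74 lower in all comparisons, 21 were back at 96 h, and the intronic antisense share at 24 h was 6.20%. With probes well above background on all 4 arrays, 647 were higher at 24 h and 1537 at 96 h, 25 were higher and 74 lower in all comparisons, 21 were back at 96 h, the intergenic share was 43.1% at 24 h and 35.9% at 72 h, and the intronic antisense share at 24 h was 5.87%.

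Among the brightest of these, 134 were higher and 1275 lower at 24 h, 507 and 634 at 72 h, and 649 and 1609 at 96 h. In all comparisons 9 were higher and 16 lower, 47 were lower at 24 h and 72 h and higher at 96 h, and 5 were back at 96 h. The pairs, in the order above, gave 1409, 1141, 2258, 2636, 1697 and 3820. The intergenic share at 24 h was 38.8%, and the intronic antisense share was 2.99% at 24 h and 4.76% at 72 h. The share of probe pairs past a coefficient of 0.8 was 25.6%, against 24.6% in the reported setting, 24.9% under median scaling and 24.4% with the authors' values.

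At 1.5-fold, 4639 were higher and 5012 lower at 24 h, 5323 and 5112 at 72 h, and 6896 and 7032 at 96 h. In all comparisons 272 were higher and 649 lower, 269 were lower at 24 h and 72 h and higher at 96 h, and 177 were back. The pairs gave 9651, 10435, 13928, 15300, 11619 and 19633. At 4-fold, 217 were higher and 614 lower at 24 h, 231 and 290 at 72 h, and 161 and 864 at 96 h. In all comparisons 6 were higher and 99 lower, and 4 were lower at 24 h and 72 h and higher at 96 h. The pairs gave 831, 521, 1025, 900, 916 and 1894. The intergenic share at 4-fold was 53.0% at 24 h and 56.9% at 72 h, and the intronic antisense share at 24 h was 14.9%.

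Under normexp, 445 were higher at 24 h, 737 higher and 931 lower at 72 h, and 1002 higher and 2036 lower at 96 h. In all comparisons 16 were higher and 163 lower, and 10 were back. The pairs gave 2131, 1668, 3038, 3481, 2508 and 5262, and the intronic antisense share at 24 h was 11.5%. With the unsubtracted median signal, 565 were higher at 24 h, 816 higher and 1091 lower at 72 h, and 1148 higher and 2213 lower at 96 h. In all comparisons 19 were higher and 193 lower, and 13 were back. The pairs gave 2405, 1907, 3361, 3894, 2896 and 5847, and the intronic antisense share at 24 h was 12.5%.

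With the authors' values for probes well above background on any of the 4 arrays and no floor, 2174 were higher and 3637 lower at 24 h, 3957 lower at 72 h and 3761 higher at 96 h. In all comparisons 211 were higher and 598 lower, and 167 were back. Between 0 h and 24 h 5811 were past the limit, between 0 h and 72 h 6506 and between 24 h and 72 h 10106, and the intergenic share was 52.0% at 24 h and 45.8% at 72 h.

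The log2 changes of the named lncRNAs were recomputed 488 times. The sign changed in 0 of these, 320 stayed within 0.10 of the reported value, the spread of a difference between spots, and 168 moved further. For a probe well above background on both arrays, a filter leaves the value as it is. The largest rises and falls were also picked for their size, so these counts say little on how firm the values are. With the median of its probes, A330076H08Rik had a log2 change of at least 0.87 at 72 h, against at least 2.84 for its brightest probe, and as a lower bound 0.87 does not say whether it passes 2-fold. The lower bounds also move with the processing. That of AK133148 at 24 h, 6.96-fold in the reported setting, was 3.50-fold under normexp and 4.08-fold with the unsubtracted median signal. The signal over background limits these values, since 573 of the 1325 probes higher at 24 h, 392 of 1712 at 72 h and 564 of 2376 at 96 h were not well above background at 0 h.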

Differences from the paper's values

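The counts of the paper are set beside those here as the sum of its lncRNAs and mRNAs, since class was not known per probe. At 24 h, the paper's counts of up regulated transcripts are 1643 lncRNAs and 759 mRNAs, together 2402, and 1325 probes were higher here. Of the alternatives set before the data were examined, no filter and no floor (3392) came within 1.5 times of the sum, and the others did not. For down regulated transcripts at 24 h, the paper's 2705 lncRNAs and 1305 mRNAs make 4010, against 2407 here, and cyclic loess (2783), no filter and no floor (4823) and the 1.5-fold limit (5012) came within 1.5 times, the others not. At 72 h, the paper's 1896 lncRNAs and 929 mRNAs up regulated make 2825, against 1712 here, and no filter and no floor (4197) came within 1.5 times, the others not. The paper's 2706 lncRNAs and 1667 mRNAs down regulated at 72 h make 4373, against 2094 here, where scaling to the 75th percentile (2987), no filter and no floor (5000) and the 1.5-fold limit (5112) came within 1.5 times, the others not. At 96 h, the paper's 2716 lncRNAs and 1428 mRNAs up regulated make 4144, against 2376 here, and no filter and no floor (4601) came within 1.5 times, the others not. In all 3 comparisons, the paper's 170 lncRNAs and 55 mRNAs often up regulated make 225, against 45 here, where no filter and no floor (283) and the 1.5-fold limit (272) came within 1.5 times, the others not. The paper's 348 lncRNAs and 152 mRNAs often down regulated make 500, against 325 here, where cyclic loess (355) and the 1.5-fold limit (649) came within 1.5 times, the others not.

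With the authors' values for probes well above background on any of the 4 arrays and no floor, a setting chosen after seeing the values, 2174 probes were higher and 3637 lower at 24 h, 2549 and 3957 at 72 h, and 3761 and 4140 at 96 h, with 211 higher and 598 lower in all comparisons, each within 1.5 times of the paper's sum. Every distinct probe of the lncRNA lists analysed here, 1411 for 24 h and 1608 for 72 h among them, was well above background on at least 1 of the 4 arrays. In the copies analysed here, the paper's lncRNA list for 24 h repeats 228 entries, and 2174 and 228 add up to the paper's sum of 2402. For 72 h, 2549 and 279 repeated entries add up to 2828, against the paper's 2825. The lncRNA lists analysed here lack some of their entries, and repeats among mRNAs were not counted. These sums thus cannot show how the paper reached its counts.

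The paper states that patterns lower at 24 h and 72 h that come back up later do not exist, while 117 probes here were lower at 24 h and 72 h and higher at 96 h than at 0 h, between 4 at a limit of 4-fold and 269 at 1.5-fold over the settings run. The paper names intronic lncRNAs as the largest class of changed lncRNAs, followed by sense and intergenic ones, while in the listed lncRNAs analysed here, whose classes differ from those drawn in Fig. 4E, intergenic ones were the largest class at 24 h (48.3%) and 72 h (40.3%). In the trees above the heat maps of Fig. 4D and Fig. 4I, the 72 h and 96 h columns join before the others, while here the 24 h and 96 h arrays joined before the others over 370 probes. The 24 h and 96 h arrays share slide 2, so a grouping by slide and one by time point cannot be told apart. The paper's trees also rest on other sets of transcripts, with lncRNAs and mRNAs apart. The paper's lists count Lgi1 and 4732487G21Rik as up regulated in all 3 comparisons. Here Lgi1 had a lower bound of 1.68-fold at 72 h, and 4732487G21Rik was not well above background on either array at 24 h and 72 h. With no filter and no floor, Lgi1 had a log2 change of 2.24 at 72 h, and 4732487G21Rik had 1.54 at 24 h and 1.32 at 72 h, all past 2-fold. They were past 2-fold as well under the setting chosen after seeing the values, described above. Fig. 6B draws Gm8877 in the colour of down regulated lncRNAs, while its signal was higher than at 0 h at each later time point here, at least 3.07-fold at 24 h.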

Other observations

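The test of the position on the array was set down before its result was seen. Cyclic loess, the filter on the brightest probes and the other scalings were planned as alternative settings, and their use as tests here was chosen after their values were seen. The tests by slide, by control genes and by the shared 0 h array were also chosen after the result was seen.

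The 72 h and 96 h arrays were the least alike pair. The slide is argued against as the whole cause, since the 0 h and 24 h arrays, also on different slides, had 3732 probes past 2-fold, fewer than the 4901 of the 24 h and 96 h arrays on 1 slide. A trend with signal intensity is argued against, since after cyclic loess 10138 probes differed between 72 h and 96 h, again the most of the pairs. Noise of dim probes is argued against, since among the brightest probes 3820 differed, the most of the pairs there too. Uneven hybridisation is argued against, since the position in blocks of 16 by 16 spots accounted for 3.45% of the variance of the difference between these arrays. RNA integrity or labelling, read from the ratio of signals at the 3′ and 5′ ends of control genes, stays open because the genes differ. For PGK1 the log2 ratio differed by 0.38 between 0 h and 24 h, the pair with fewest changed probes, and by 0.38 between 72 h and 96 h. For GAPDH it differed by 0.15 (standard error between spots 0.21) between 0 h and 24 h and by 0.36 (0.03) between 72 h and 96 h. Between 0 h and 96 h, with 5916 probes past 2-fold, the GAPDH ratio differed by 0.39 (0.03). For the remaining pairs it differed by at most 0.24 (0.21). GAPDH thus does not single out the 72 h and 96 h pair. With 1 array per time point, a difference between cultures, RNA preparations or labelling reactions and the time point cannot be told apart. A difference between mature and activated osteoclasts stays open, as untested, as does a mislabelled array.

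The 24 h and 96 h comparisons shared more probes than the other pairs, 477 higher in both against 105 for 24 h and 72 h and 145 for 72 h and 96 h, and 1710 lower in both against 507 and 395. The slide is a candidate explanation. Of the ways to split 4 arrays into pairs, the split by slide took 49.6% of the variation among probes well above background on all 4 arrays, that of 0 h and 96 h against the others 31.1% and that of 0 h and 24 h against the others 19.3%. Among the probes at or above their median signal and among those below it, the split by slide took 53.8% and 44.8% and that of 0 h and 24 h 17.1% and 21.8%. An error of the 0 h array, which all comparisons share, would enter each split alike and is argued against as the whole cause by these unequal shares. The log2 ratio of PGK1 also follows the slides, at 4.75 and 4.77 for 0 h and 72 h and 4.37 and 4.39 for 24 h and 96 h, with standard errors between spots of at most 0.04. For GAPDH the ratio was -0.20 and -0.16 at 0 h and 72 h, -0.04 (standard error 0.21) at 24 h and 0.20 (0.02) at 96 h, which does not separate the slides beyond its error at 24 h. A biological change shared by 24 h and 96 h was not tested and stays open, and it cannot be told apart from the slide, since each slide holds its own time points.

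More probes were lower than higher at each time point. The scaling between arrays is argued against, since under the other scalings, cyclic loess and the authors' values the share of higher among changed probes was at most 46.0%. No other technical explanation was tested, and a biological one stays open.

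With each array in turn as the reference, the number of probes higher in all other arrays was 45 for 0 h, 160 for 24 h, 1051 for 72 h and 741 for 96 h, and the number lower in all others was 325, 427, 703 and 941.

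The paper's network takes pairs of transcripts with an absolute correlation coefficient of 0.8 or more over the time points and a p-value below 0.05. With 4 values per transcript, a 2-sided p-value of 0.05 is reached at a coefficient of 0.95. Among random pairs of the 32757 probes well above background on all 4 arrays, 24.6% had a coefficient of 0.8 or more and 6.75% one of 0.95 or more. After the values of each probe were shuffled among the 4 time points, 20.0% and 5.14% did. With 4 arrays no correlation of a single pair is reported.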
